# MiR-873-5p acts as an epigenetic regulator in early stages of liver fibrosis and cirrhosis

**DOI:** 10.1038/s41419-018-1014-y

**Published:** 2018-09-20

**Authors:** David Fernández-Ramos, Pablo Fernández-Tussy, Fernando Lopitz-Otsoa, Virginia Gutiérrez-de-Juan, Nicolás Navasa, Lucía Barbier-Torres, Imanol Zubiete-Franco, Jorge Simón, Agustín F. Fernández, Ander Arbelaiz, Ana M. Aransay, José Luis Lavín, Naiara Beraza, María J. Perugorria, Jesus M. Banales, Erica Villa, Mario F. Fraga, Juan Anguita, Matias A. Avila, Carmen Berasain, Paula Iruzibieta, Javier Crespo, Shelly C. Lu, Marta Varela-Rey, José M. Mato, Teresa C. Delgado, María L. Martínez-Chantar

## Abstract

Glycine N-methyltransferase (GNMT) is the most abundant methyltransferase in the liver and a master regulator of the transmethylation flux. GNMT downregulation leads to loss of liver function progressing to fibrosis, cirrhosis, and hepatocellular carcinoma. Moreover, GNMT deficiency aggravates cholestasis-induced fibrogenesis. To date, little is known about the mechanisms underlying downregulation of GNMT levels in hepatic fibrosis and cirrhosis. On this basis, microRNAs are epigenetic regulatory elements that play important roles in liver pathology. In this work, we aim to study the regulation of *GNMT* by microRNAs during liver fibrosis and cirrhosis. Luciferase assay on the 3ʹUTR-*Gnmt* was used to confirm in silico analysis showing that *GNMT* is potentially targeted by the microRNA miR-873-5p. Correlation between *GNMT* and miR-873-5p in human cholestasis and cirrhosis together with miR-873-5p inhibition in vivo in different mouse models of liver cholestasis and fibrosis [bile duct ligation and *Mdr2 (Abcb4)*^*-/-*^ mouse] were then assessed. The analysis of liver tissue from cirrhotic and cholestatic patients, as well as from the animal models, showed that miR-873-5p inversely correlated with the expression of *GNMT*. Importantly, high circulating miR-873-5p was also detected in cholestastic and cirrhotic patients. Preclinical studies with anti-miR-873-5p treatment in bile duct ligation and *Mdr2*^-/-^ mice recovered GNMT levels in association with ameliorated inflammation and fibrosis mainly by counteracting hepatocyte apoptosis and cholangiocyte proliferation. In conclusion, miR-873-5p emerges as a novel marker for liver fibrosis, cholestasis, and cirrhosis and therapeutic approaches based on anti-miR-873-5p may be effective treatments for liver fibrosis and cholestatic liver disease.

## Introduction

Glycine N-methyltransferase (GNMT) is the most important and abundant S-adenosylmethionine (SAMe)-dependent methyltransferase in the liver. GNMT is predominantly expressed in hepatocytes although it is also found in other cell types such as cholangiocytes, the epithelial cells of the bile duct^1–3^. Lack of GNMT induces undesired methylation reactions leading to proliferative, inflammatory, and profibrogenic responses that culminate in liver disease^4,5^. GNMT expression is reduced in different liver diseases including liver cirrhosis of diverse etiology^1,6^, chronic cholestatic liver disease^7^, hepatocellular carcinoma (HCC)^1^, and cholangiocarcinoma^2^. In agreement, *Gnmt*-deficient (*Gnmt*^*-/-*^) mice, characterized by elevated SAMe levels, develop liver fibrosis spontaneously at the age of 3 months and HCC at 8 months^8^. Indeed, an aberrant DNA methylation signature has been identified in the *Gnmt*^*-/-*^ mouse^8^, underscoring the importance of this protein as an epigenetic regulator. Although *GNMT* promoter hypermethylation causes *GNMT* downregulation in some HCC patients^9^, other mechanisms are likely to be involved in the regulation of this gene in liver diseases such as fibrosis or cirrhosis.

Hepatic fibrosis is the result of the wound-healing response of the liver to repeated injury that occurs in most types of chronic liver diseases. The injury can be caused by the accumulation of lipids in the liver, as occurs during non-alcoholic fatty liver disease (NAFLD), can be a result of a toxicant or viral insult, such as excessive alcohol consumption or hepatitis, respectively, or the accumulation of bile acids (BA), as in chronic liver cholestasis. The finding of potential molecular and pathway targets for reverting or halting the progression of liver fibrosis or cholestasis to cirrhosis and HCC is an emerging field.

MicroRNAs (miRNAs) are highly conserved, small non-coding RNAs that post-transcriptionally regulate gene expression^10^ of essential biological processes, as well as cellular responses^11,12^. In the liver, miRNA signature has been implicated in NAFLD, cirrhosis, and liver cancer^13^. The biological significance and therapeutic potential of miRNAs in liver disease management is a rapidly growing field.

In this study, we show that liver fibrosis progression is associated with the repression of GNMT, which is targeted by miR-873-5p in two preclinical models of liver fibrosis and cholestasis: the bile duct ligation (BDL) and the *Mdr2* (*Abcb4*)-deficient mice (*Mdr2*^-/-^), respectively. Targeting miR-873-5p in these models resulted in a reduction of liver damage affecting mainly hepatocyte apoptosis and cholangiocyte proliferation, through a GNMT-dependent epigenomic mechanism. Of note, an inverse correlation between hepatic GNMT and miR-873-5p was identified in a cohort of cirrhotic patients with diverse etiology. Importantly, increased circulating miR-873-5p was also detected in serum samples from cirrhotic and cholestatic patients. A negative correlation was found between hepatic GNMT expression and serum levels of miR-873-5p in a cohort of cholestatic patients according with the fibrotic stage.

Overall, miR-873-5p emerges as a novel druggable target and a marker for liver fibrosis, cholestasis and cirrhosis.

## Results

### MiR-873-5p targets Gnmt expression in mouse hepatocytes

Understanding the mechanism underlying *GNMT* repression is essential for the development of new therapeutic approaches in liver fibrosis and cholestatic diseases. From three independent unbiased approaches employed (www.targetscan.org, www.ebi.ac.uk, and www.microrna.org) only miR-873-5p appears as a common microRNA targeting *GNMT* (Suppl. Fig. 1a). For functional analysis of miR-873-5p, primary mouse hepatocytes, characterized by high levels of GNMT, were transfected with pmir-GLO and pmir-GLO-*Gnmt*-3ʹUTR both fused to a luciferase reporter gene. Transfection with a miR-873-5p mimic (mimic-miR-873-5p) results in a 50% reduction of 3ʹUTR *Gnmt* reporter activity vs. those transfected with miR-Control (Fig. 1a). Moreover, mimic-miR-873-5p efficiently reduced mRNA and protein GNMT levels in cultured hepatocytes (Fig. 1b). Altogether, these data support miR-873-5p as a post-transcriptional repressor of *Gnmt*.

**Fig. 1:**
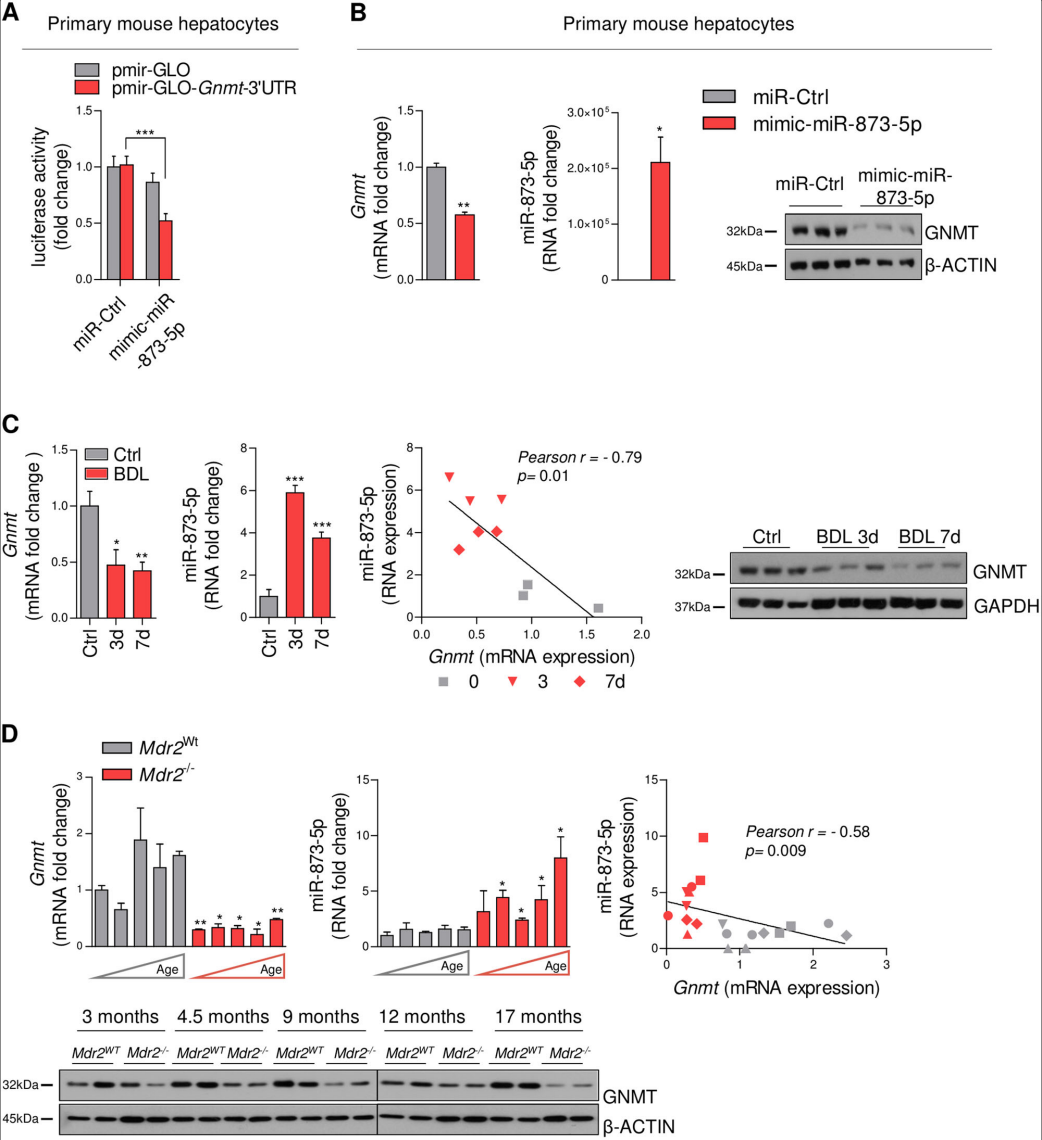
MiR-873-5p regulates GNMT expression by post-transcriptional repression and miR-873-GNMT levels are negatively correlated in mouse liver cholestasis. (**a**) Luciferase reporter assay of *Gnmt* 3ʹUTR expression in hepatocytes transfected with mimic-miR-873-5p (*N* = 8). (**b**) GNMT and miR-873-5p expression at mRNA and protein levels in primary hepatocyte after mimic-miR-873-5p transfection. *Gnmt*-miR-873-5p expression and correlation and WB analysis of GNMT at different time points of BDL (*N* = 3) (**c**) and in *Mdr2*^*WT*^ and *Mdr2*^*-/-*^ mice at different ages (3,4,9,12,17 months each column and 3▲, 4▼, 9♦, 12●, and 17■ months in the correlation panel) (*N* = 3) (**d**). Densitometry analyses of WB are shown in Supp. Fig. 1B, D, E. Data normalized as fold change vs. control. Error bars represent the means ± SEM. Statistical significance was determined by the Student’s *t*-test or ANOVA when more than two groups were compared. *p* < 0.05*; *p* < 0.01**; *p* < 0.001***

### MiR-873-5p inversely correlates with GNMT expression in liver fibrosis and cholestasis

The inverse association between *GNMT* and miR-873-5p expression was confirmed in different preclinical models of liver fibrosis. Administration of carbon tetrachloride (CCl_4_) for 6 weeks induced a reduction in *Gnmt* expression, associated with the induction of miR-873-5p (Suppl. Fig. 1C). Additionally, in two models of cholestatic liver disease induced by BDL after 3 and 7 days of surgery^14^ and the *Mdr2*^*-/-*^ mouse, a model of inflammation-induced cholestatic liver injury, fibrosis, and cancer^15^, we found an inverse correlation between GNMT levels and miR-873-5p expression (Fig. 1c, d).

Likewise, an inverse correlation between hepatic GNMT expression and miR-873-5p was identified in a group of 16 cirrhotic patients of diverse etiology (Suppl. Table 1, Fig. 2a). These results prompted us to assay circulating miR-873-5p levels in cirrhotic patients. Blood samples were collected at the screening visit in 35 cirrhotic patients diagnosed with cirrhosis or advanced scaring (F4) with diverse etiology and levels of circulating miR-873-5p were evaluated and compared to nine healthy controls. Higher miR-873-5p levels in serum were observed in cirrhotic patients (Fig. 2b). Subsequently, we analyzed circulating miR-873-5p levels in a cohort of cholestatic patients primary biliary cholangitis (PBC)/ primary sclerosing cholangitis (PSC) (*n* = 41) and compared to healthy patients with antimitochondrial antibodies (AMA + ) but without abnormal liver test (Suppl.Table II). In these patients, whose circulating miR-873-5p levels are increased relative to healthy controls, a positive correlation was also found with fibrosis grade (Fig. 2c). Furthermore, a reduction of hepatic GNMT expression was associated with the fibrosis grade in a cohort of 64 liver cholestasis patients (Suppl. Table III and Fig. 2d). Finally, a significant correlation between reduced expression of hepatic GNMT and increased levels of miR-873-5p in the serum of a cohort of patients with early and advance cholestatic liver disease was detected in 19 paired samples (Fig. 2e). Fibrotic stage positively correlated with miR-873-5p and negatively correlated with GNMT levels (Fig. 2f). Overall, miR-873-5p expression is augmented and inversely correlated with hepatic GNMT expression in cirrhosis and cholestatic disease.

**Fig. 2:**
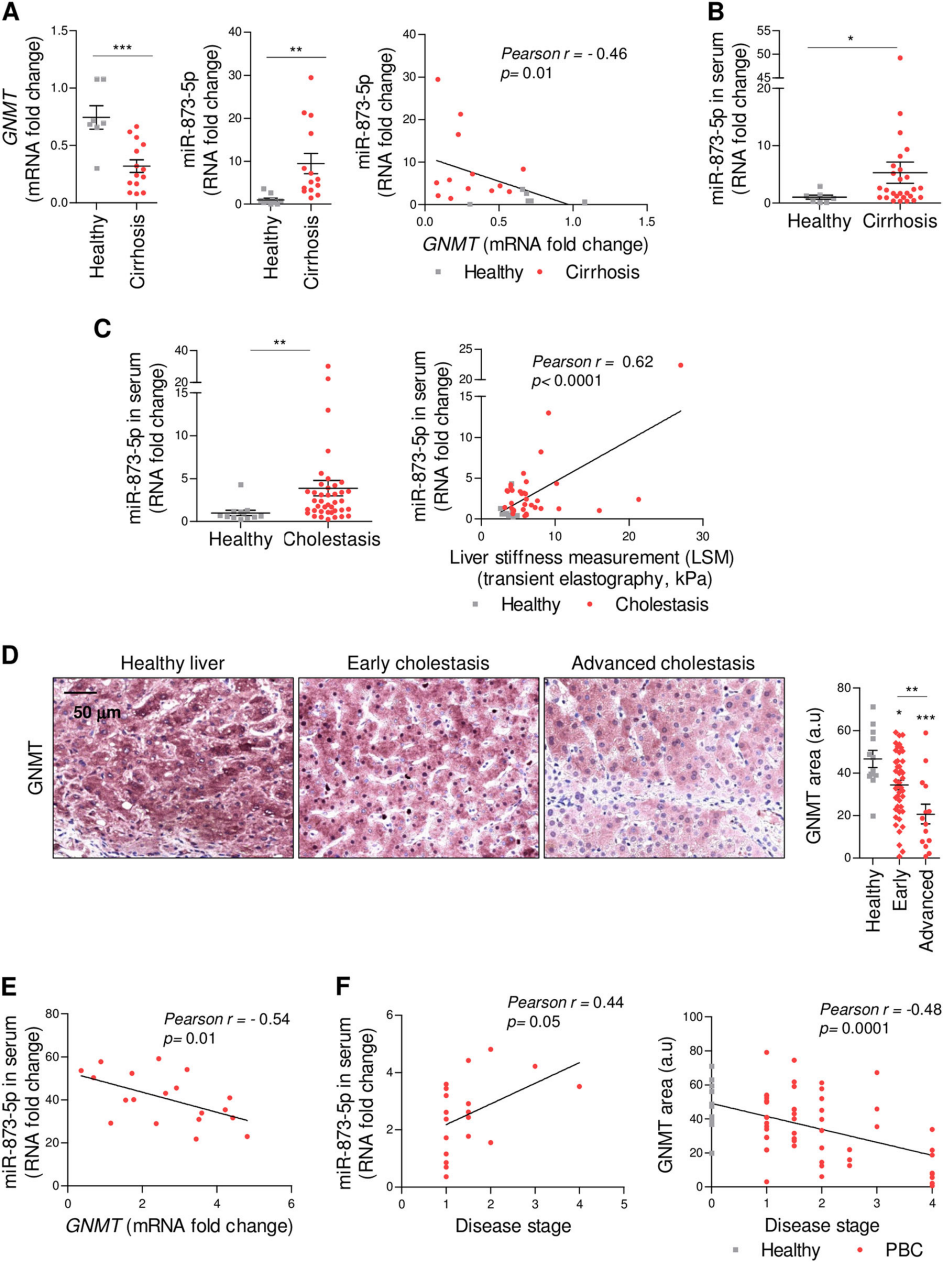
MiR-873-5p correlates with liver fibrosis development through the regulation of GNMT in the liver. Hepatic *GNMT*-miR-873-5p expression and correlation in a cohort of cirrhotic patients (*N* = 16) (**a**) and circulating miR-873-5p in cirrhotic patients (*N* = 35) (**b**). (**c)** Circulating miR-873-5p levels in cholestatic (PBC/PSC) patients (41) and its correlation with fibrosis (LSM, kPa). (**d**) GNMT levels in cholestatic patients (*N* = 64). (**e**) Correlation between circulating miR-873-5p and hepatic GNMT in cholestatic patients (*N* = 19). (**f**) Correlation between circulating miR-873-5p and hepatic GNMT with fibrotic stage in cholestatic patients, respectively. Data normalized as fold change vs. control. Error bars represent the means ± SEM. Statistical significance was determined by the Student’s *t*-test or ANOVA when more than two groups were compared. *p* < 0.05*; *p* < 0.01**; *p* < 0.001***

### Anti-miR-873-5p attenuates liver injury after bile duct ligation

The potential benefit of targeting miR-873-5p was evaluated in the BDL animal model of cholestasis. Thus, we performed BDL surgery for one week in *Gnmt* wild-type (WT) mice and injected anti-miR-873-5p or a miR-Ctrl i.v. at day 3 and 5, corresponding to the initial phase of hepatic fibrogenesis^14^ (Fig. 3a and Suppl Fig. 2A) and sacrificed animals at 7 days after BDL. 

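Liver RNA of 3-month-old mice was sequenced in 3 groups, 5 mice without BDL (no BDL), 4 mice with BDL that received the control oligonucleotide (miR-Ctrl BDL) and 4 mice with BDL that received anti-miR-873-5p, an oligonucleotide that blocks the microRNA (anti-miR-873-5p BDL). Each injection carried 60 µg per mouse, on days 3 and 5, and livers were taken on day 7. The authors mapped single reads of 50 nt to mm10 with TopHat and deposited the number of reads counted on each Entrez gene, without normalization, in 1 table per comparison. The table of anti-miR-873-5p BDL against miR-Ctrl BDL holds 3 mice per group, namely miR-Ctrl mice 1, 2 and 4 and anti-miR-873-5p mice 1, 3 and 4. The other 2 tables set all 4 mice of each BDL group against the 5 mice without BDL and include miR-Ctrl mouse 3 and anti-miR-873-5p mouse 2. The paper's supplement states that outliers were filtered after clustering and principal component analysis and does not name the mice. The deposited table of the 2 BDL groups is named as without outliers. By that name, miR-Ctrl mouse 3 and anti-miR-873-5p mouse 2 were left out of it as outliers. Numbers count the mice within a group, and mice with the same number in different groups are different animals. Between 13483226 and 15163990 reads per mouse were counted on genes in the table of the 2 BDL groups, with a median of 14343155 in anti-miR-873-5p BDL and 13539848 in miR-Ctrl BDL. Totals ran from 12185333 to 19689037 in the table of miR-Ctrl BDL against no BDL and from 12857186 to 19385430 in that of anti-miR-873-5p BDL against no BDL. Genes with low counts were removed with edgeR's filterByExpr, counts were scaled with its TMM normalization, and groups were compared with its quasi-likelihood test with Benjamini-Hochberg adjustment. This covered 13746 genes for the 2 BDL groups, 13072 for miR-Ctrl BDL against no BDL and 13130 for anti-miR-873-5p BDL against no BDL. Values of single genes are normalized counts, that is counts scaled to a common library size with edgeR's cpm function, computed within each table, so the value of a mouse differs between the tables it is in. With 3 mice against 3, the smallest two-sided p that an exact permutation test can give is 0.1. The paper measured the genes of the following results by qPCR, staining or western blot, and its text does not state whether the same livers were sequenced.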

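The Gnmt gene (Entrez gene 14711) lies on chromosome 17 from 46725664 to 46729211 of GRCm38, and none of the 50-base windows of its transcripts occurs in another gene. In the sequenced livers Gnmt had 726 ± 388 (SD, n = 3) normalized counts in anti-miR-873-5p BDL and 676 ± 107 (SD, n = 3) in miR-Ctrl BDL. The log2 fold change was 0.10 (standard error 0.38, adjusted p = 0.970 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was smaller than the spread between the anti-miR-873-5p BDL mice, which had 1136, 679 and 364 normalized counts and so reached both below and above all miR-Ctrl BDL mice. Without anti-miR-873-5p mouse 1 the log2 fold change was -0.38, and across the 6 fits that each left out 1 mouse it ran up to 0.42. Among the other settings, using all 4 mice of each group moved it most, to 0.63 (standard error 0.44, adjusted p = 0.980). Adjusted p ran from 0.969 to 0.9999 over the 9 settings other than leaving out a mouse in turn. Against no BDL, with 1249 ± 224 (SD, n = 5) normalized counts, Gnmt fell by 1.49 on the log2 scale in miR-Ctrl BDL (standard error 0.19, adjusted p = 0.000546). In anti-miR-873-5p BDL it fell by 0.88 (standard error 0.39, adjusted p = 0.135), and without mouse 2 by 1.32 (adjusted p = 0.0196). Of the 2 mice absent from the table of the BDL groups, miR-Ctrl mouse 3 had 376 and anti-miR-873-5p mouse 2 had 1224 normalized counts.

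**Figure D1:**
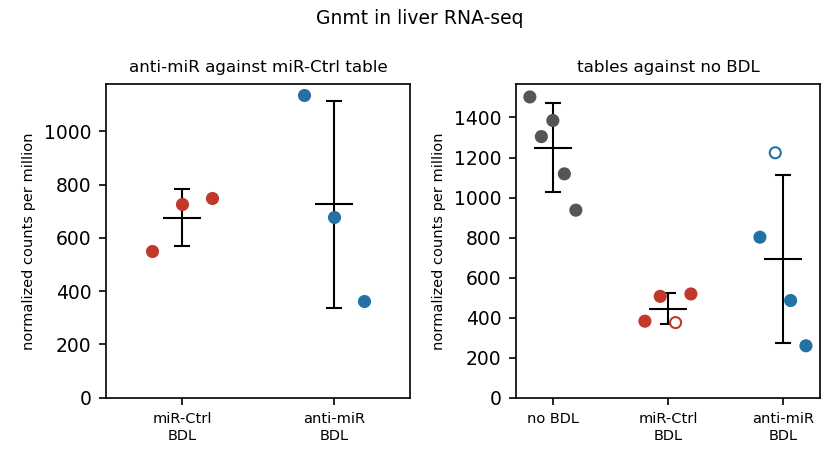
Gnmt in liver RNA-seq, in normalized counts per mouse, with the table of the 2 BDL groups on the left and the tables against no BDL on the right (no BDL and miR-Ctrl BDL from one table, anti-miR-873-5p BDL from the other). Points are mice, bars are the mean and SD, and open points are the 2 mice absent from the table of the BDL groups. On the left the 3 anti-miR-873-5p BDL mice lie between 364 and 1136 and the miR-Ctrl BDL mice between 553 and 748.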

MiR-873-5p inhibition (Fig. 3b) resulted in GNMT restoration levels (Fig. 3c). No effect on miR-873-5p and *Gnmt* mRNA levels was detected in other tissues where *Gnmt* is usually expressed, such as pancreas and kidney, after miR-873-5p inhibition (data not shown). Anti-miR-873-5p treatment was associated with reduced serum transaminases (ALT/AST), caspase 3 activity and PARP cleavage as well as parenchymal disruption as detected by H&E staining, all readouts of cell death (Fig. 3d–f).

**Fig. 3:**
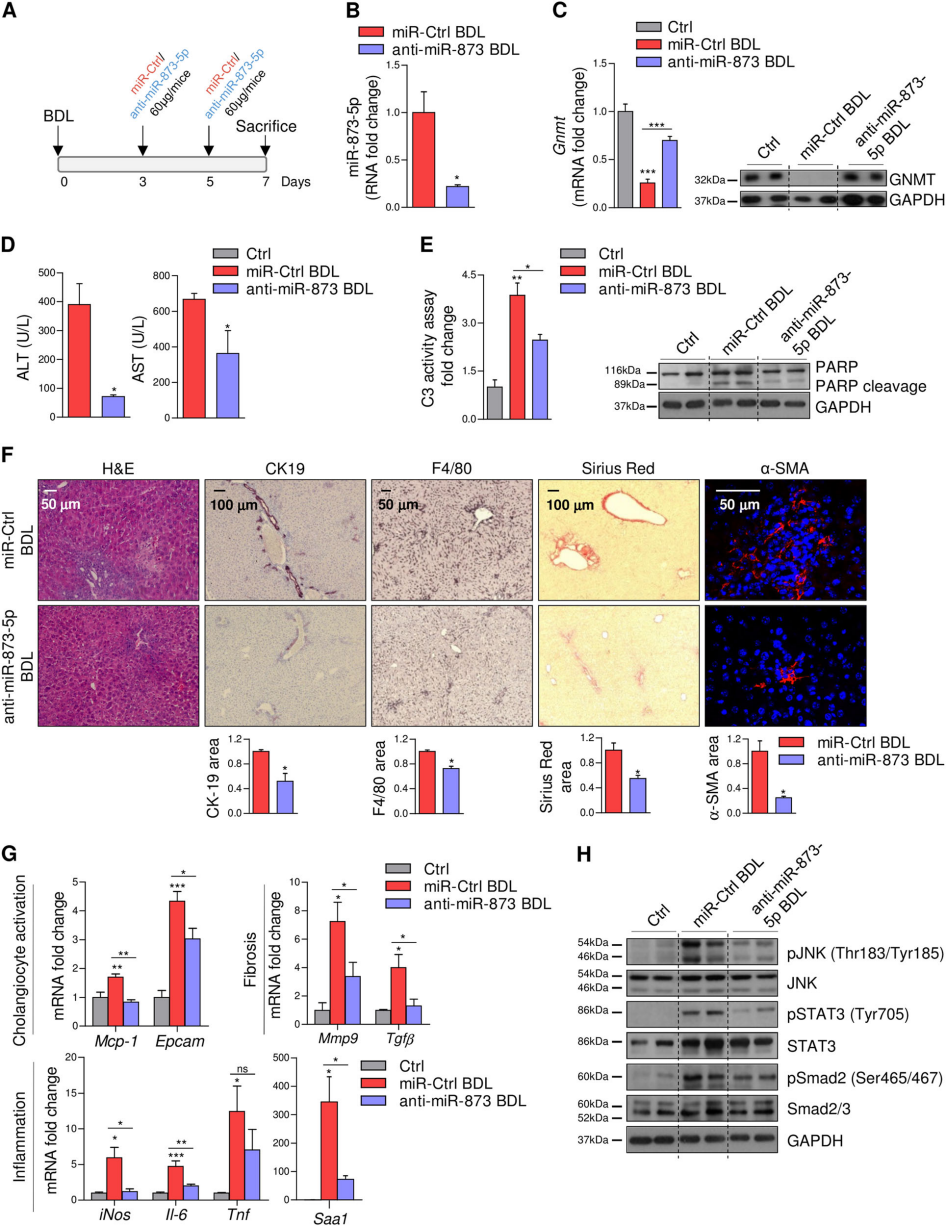
Anti-miR-873-5p attenuates BDL-induced liver injury through GNMT regulation. (**a**) Time scheme of the BDL mouse model with anti-miR-873-5p (time points indicated). MiR-873-5p expression (**b**) and GNMT mRNA and protein expression (**c**) in the liver of miR-Ctrl-BDL and anti-miR-873-5p-BDL mice. (**d**) Serum transaminases (ALT and AST) levels in miR-Ctrl and anti-miR-873-5p-treated-mice at 7 days of BDL. (**e**) Caspase 3 activity and WB analysis of apoptosis mediated by PARP cleavage. (**f**) H&E, F4/80, Sirius Red, αSMA, and CK19 staining in liver sections from miR-Ctrl and miR-873-5p-inhibited-mice at 7 days of BDL. (**g**) qPCR analysis of indicated genes in total liver extracts at 7 days of BDL. (**h**) WB analysis with indicated Ab in total liver of WT, BDL-Ctrl and anti-miR-873-BDL mice at 7 days. Densitometry analyses of WB are shown in Supp. Fig. 2B. Data normalized as fold change vs. control. Error bars represent the means ± SEM (*N* = 4). Statistical significance was determined by the Student’s *t*-test or ANOVA when more than two groups were compared. *p* < 0.05*; *p* < 0.01**; *p* < 0.001***

In the BDL mouse model, cholangiocyte proliferation and liver inflammation play essential roles during the progression of fibrosis that is linked to BA-induced hepatocyte cell death. Anti-miR-873-5p treatment in vivo significantly reduced the proliferation of cholangiocytes as evaluated by cytokeratin 19 (CK19) levels (Fig. 3f) and counteracted the expression of markers related with cholangiocyte activation, such as monocyte chemoattractant protein (*Mcp-1*) and epithelial cell adhesion molecule (*Epcam*) (Fig. 3g). Moreover, miR-873-5p inhibition minimized inflammatory markers such as F4/80, inducible nitric oxide synthase (*iNos*), acute phase response gene serum amyloid A1 (*Saa1*), interleukin-6 (Il-6), and JNK phosphorylation (Fig. 3f–h). Indeed, tumor necrosis factor (*Tnf*) and *Il-6* reduction (Fig. 3g) modulated STAT3 activation after miR-873-5p inhibition (Fig. 3h). 

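Cytokeratin 19 is encoded by Krt19 (Entrez gene 16669, chromosome 11 from 100140810 to 100145926 of GRCm38), MCP-1 by Ccl2 (Entrez gene 20296, chromosome 11 from 82035577 to 82037452) and EPCAM by Epcam (Entrez gene 17075, chromosome 17 from 87635979 to 87651127). Krt19 had 16.1 ± 7.07 (SD, n = 3) normalized counts in anti-miR-873-5p BDL and 12.6 ± 1.88 (SD, n = 3) in miR-Ctrl BDL, a log2 fold change of 0.35 (standard error 0.32, adjusted p = 0.870 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With mouse number as a block the Krt19 change was -0.039 on the log2 scale. That block takes miR-Ctrl mouse 2 and anti-miR-873-5p mouse 3 out of the comparison, since neither has a counterpart of its number. Epcam had 16.7 ± 7.43 (SD, n = 3) against 10.1 ± 1.54 (SD, n = 3), a log2 fold change of 0.73 (standard error 0.32, adjusted p = 0.781). Ccl2 was lower in anti-miR-873-5p BDL, with 19.6 ± 13.4 against 28.5 ± 11.5 and a log2 fold change of -0.54 (standard error 0.56, adjusted p = 0.879). None of the 3 differences was past the adjusted p threshold, and the groups overlapped for each gene. With each mouse left out in turn, the log2 fold change ran from 0.0016 to 0.64 for Krt19, from 0.34 to 0.99 for Epcam and from -1.12 to -0.12 for Ccl2. Relative to no BDL, all 3 genes were higher in miR-Ctrl BDL, by 3.19 for Krt19 (adjusted p = 0.000130), 1.73 for Epcam (adjusted p = 0.00549) and 4.71 for Ccl2 (adjusted p = 0.000211) on the log2 scale. In anti-miR-873-5p BDL the same comparison gave 3.48 (adjusted p = 0.000859), 2.22 (adjusted p = 0.0154) and 4.14 (adjusted p = 0.00296). In the table of the 2 BDL groups, counts of Epcam in single mice were at least 116 and those of Ccl2 at least 80.

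**Figure D2:**
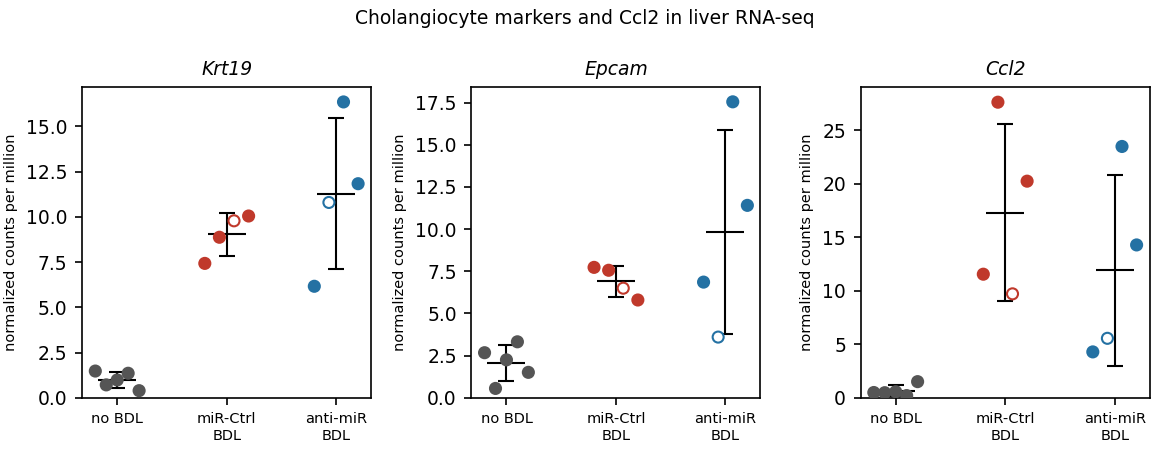
Krt19, Epcam and Ccl2 in liver RNA-seq, in normalized counts per mouse, from the tables against no BDL (no BDL and miR-Ctrl BDL from one table, anti-miR-873-5p BDL from the other). Points are mice, bars are the mean and SD, and open points are the 2 mice absent from the table of the BDL groups. Krt19 lies between 6.16 and 16.3 in anti-miR-873-5p BDL and between 7.42 and 10.0 in miR-Ctrl BDL.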

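F4/80 is the product of Adgre1 (Entrez gene 13733, chromosome 17 from 57358581 to 57483529 of GRCm38) and iNOS that of Nos2 (Entrez gene 18126, chromosome 11 from 78920787 to 78960226). Adgre1 had 49.2 ± 23.9 (SD, n = 3) normalized counts in anti-miR-873-5p BDL and 60.8 ± 22.9 (SD, n = 3) in miR-Ctrl BDL, a log2 fold change of -0.30 (standard error 0.43, adjusted p = 0.919 from the same edgeR test). Leaving out anti-miR-873-5p mouse 1 turned this to 0.021. Against no BDL, Adgre1 rose by 2.00 on the log2 scale in miR-Ctrl BDL (adjusted p = 0.0117). In anti-miR-873-5p BDL it rose by 1.56 (adjusted p = 0.0875). Nos2 was covered by 3 to 75 reads per mouse in anti-miR-873-5p BDL and by 20 to 78 in miR-Ctrl BDL. Its log2 fold change was -0.28 (standard error 0.94, adjusted p = 0.964), and across the fits that left out 1 mouse it ran from -1.74 to 0.66. With all 4 mice of each group it was -2.14 (adjusted p = 0.980 in edgeR), and miR-Ctrl mouse 3, absent from the table of the 2 BDL groups, had the most Nos2 of its group, 262 reads. No mouse without BDL had more than 1 read of Nos2, and its level was at least 25.2-fold higher in miR-Ctrl BDL (adjusted p = 0.00251). This lower bound ran from 8.51 to 38.9 over 16 alternative settings. In miR-Ctrl mouse 3 Nos2 had 17.9 normalized counts, against a group mean of 5.98. In anti-miR-873-5p BDL the level was at least 5.71-fold higher, but Nos2 was below the filter there and was not tested. Serum amyloid A1 (Saa1, Entrez gene 20208, chromosome 7 from 46740497 to 46743181) had 866 ± 128 against 2084 ± 1734 normalized counts, a log2 fold change of -1.27 (standard error 0.62, adjusted p = 0.781). The lower mean in anti-miR-873-5p BDL was within the spread of the miR-Ctrl BDL mice, which ran from 535 to 3957. With all 4 mice of each group the Saa1 change was -2.19 (adjusted p = 0.980 in edgeR), and -2.21 (adjusted p = 0.601) in DESeq2 with all genes with at least 1 count. Of the 50-base windows of Saa1, 31.5% also occur in another gene, mostly Saa2. Against no BDL, Saa1 changed by 0.90 (standard error 1.52, adjusted p = 0.682) in miR-Ctrl BDL and by -1.28 (standard error 1.53, adjusted p = 0.584) in anti-miR-873-5p BDL. The no BDL group held 1 mouse with 5622 normalized counts and 4 mice with at most 81.0. Without that mouse, mouse 5, the changes were 5.33 (adjusted p = 0.000843) and 3.16 (adjusted p = 0.00497). With mouse number as a block, which also takes this mouse out of the comparison since no BDL mouse 5 has no counterpart of its number, they were 4.92 (adjusted p = 0.00524) and 2.94 (adjusted p = 0.0155). Il6 (Entrez gene 16193, chromosome 5 from 30013114 to 30019975) was covered by 1, 3 and 3 reads in the anti-miR-873-5p BDL mice and 0, 4 and 4 in the miR-Ctrl BDL mice, below the filter on low counts. Without the filter its log2 fold change was -0.27 (adjusted p = 0.971). In DESeq2 with all mice of both groups and all genes with at least 1 count, Il6 was at -2.02 (adjusted p = 0.9999). This alternative was chosen after the data were examined. It added miR-Ctrl mouse 3, with 14 reads of Il6, and anti-miR-873-5p mouse 2, with 0.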

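Tnf (Entrez gene 21926, chromosome 17 from 35199367 to 35202007 of GRCm38) was covered by 14 to 38 reads per mouse in anti-miR-873-5p BDL and 16 to 42 in miR-Ctrl BDL. This corresponds to 1.88 ± 0.709 (SD, n = 3) and 2.27 ± 0.970 (SD, n = 3) normalized counts and a log2 fold change of -0.26 (standard error 0.44, adjusted p = 0.932 in edgeR's quasi-likelihood test). Leaving out anti-miR-873-5p mouse 1 gave 0.0092, and all 4 mice of each group gave -1.33. No mouse without BDL had more than 3 reads of Tnf, and its level in miR-Ctrl BDL was at least 11.2-fold higher (adjusted p = 0.00111). Over 16 alternative settings this lower bound ran from 6.70 to 18.4. In anti-miR-873-5p BDL the level was at least 4.35-fold higher than without BDL. Tnf was below the filter in the table of anti-miR-873-5p BDL against no BDL and was not tested there.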

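Among the genes of fibrogenesis, alpha smooth muscle actin (Acta2, Entrez gene 11475, chromosome 19 from 34240336 to 34255585 of GRCm38) had 13.1 ± 3.77 (SD, n = 3) normalized counts in anti-miR-873-5p BDL and 11.9 ± 2.54 (SD, n = 3) in miR-Ctrl BDL. The log2 fold change of Acta2 was 0.14 (standard error 0.25, adjusted p = 0.933 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was -0.10 without anti-miR-873-5p mouse 4. Mmp9 (Entrez gene 17395, chromosome 2 from 164940326 to 164955850) had 3.74 ± 2.30 and 4.10 ± 1.55 in the same groups, from 31 to 108 and from 33 to 76 reads per mouse, with a log2 fold change of -0.12 (standard error 0.47, adjusted p = 0.972). For Tgfb1 (Entrez gene 21803, chromosome 7 from 25687002 to 25705077) the values were 17.9 ± 4.78 and 20.9 ± 6.56 and the log2 fold change -0.22 (standard error 0.27, adjusted p = 0.907). These differences were smaller than the spread between mice of a group. With mouse number as a block, the log2 fold change turned positive for Mmp9 (0.29) and Tgfb1 (0.0041). That block takes miR-Ctrl mouse 2 and anti-miR-873-5p mouse 3 out of the comparison. Leaving out miR-Ctrl mouse 2 gave 0.15 for Mmp9 and 0.059 for Tgfb1. Compared with no BDL, Acta2 rose by 1.11 on the log2 scale in miR-Ctrl BDL (adjusted p = 0.0412) and by 1.21 in anti-miR-873-5p BDL (adjusted p = 0.0621). Mmp9 rose by 3.13 (adjusted p = 0.00464) and 2.46 (adjusted p = 0.0260), and Tgfb1 by 1.21 (adjusted p = 0.0133) and 0.91 (adjusted p = 0.107). Of the 9 fits that left out 1 mouse, 7 fell short of the threshold for Acta2 in miR-Ctrl BDL, with adjusted p up to 0.108, and 6 for Mmp9 in anti-miR-873-5p BDL, with adjusted p up to 0.0876. In anti-miR-873-5p BDL, 2 of the 9 passed it for Acta2 and 1 for Tgfb1.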

Finally, in miR-873-5p-inhibited BDL mice, fibrogenic indicators such as Sirius red, alpha smooth muscle actin (*α-SMA*), metalloproteinase 9 (*Mmp9*), transforming growth factor beta (*Tgfb*), and Smad2/3 phosphorylation were significantly reduced in comparison to those mice treated with miR-Control (Fig. 3f–h).

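Of the 13746 genes tested between anti-miR-873-5p BDL and miR-Ctrl BDL, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 863 had an unadjusted p under 0.05. The lowest adjusted p was 0.757. DESeq2's Wald test gave 30 genes, 19 higher and 11 lower in anti-miR-873-5p BDL. Of the 10 ways to split the 6 mice into 2 groups of 3, 3 gave at least as many genes in DESeq2, the split by treatment included. Using all 4 mice of each group with the edgeR test gave 0 genes and 503 at an unadjusted p under 0.05, and the mouse number as a block gave 0 and 1009. Leaving out anti-miR-873-5p mouse 3 left 1 gene, Cyp7a1, and the other 5 fits without a mouse left 0, with 500 to 1380 genes at an unadjusted p under 0.05 across the 6. Against no BDL, 4666 genes were past the threshold in miR-Ctrl BDL, 2491 higher and 2175 lower, and 2823 in anti-miR-873-5p BDL, 1715 higher and 1108 lower. Scaling by library size alone moved these counts most, to 9635 and 10194, and the median log2 fold change of all genes from -0.011 and -0.0070 to 0.79 and 0.82. The balance of higher and lower genes also depended on the scaling. With library-size scaling without the 20 genes with the most counts, 3880 were higher and 967 lower in miR-Ctrl BDL. In anti-miR-873-5p BDL the same scaling gave 3501 higher and 366 lower. In a multidimensional scaling plot of the 500 genes with the largest differences between mice, the first dimension held 55.9% of the variance and the second 17.1%.

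**Figure D3:**
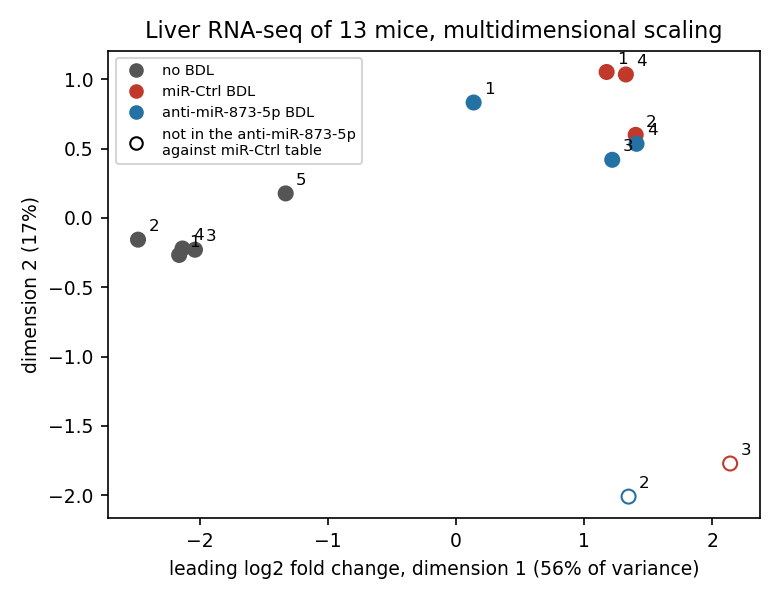
Multidimensional scaling of the 13 mice, with distances computed from the 500 genes with the largest log2 differences between each pair of mice. Each point is a mouse labelled by its number, axes give the leading log2 fold change and the share of variance, and open points are miR-Ctrl mouse 3 and anti-miR-873-5p mouse 2. The 5 no BDL mice lie apart from the 8 BDL mice along the first dimension.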

RNA sequencing analysis further retrieved a completely different gene ontology (GO) profile in the BDL model after miR-873-5p inhibition. During this initial phase of hepatic fibrogenesis, biological processes related to cell proliferation, natural killer cell activation, and immune response processes were downregulated in anti-miR-873-5p vs. miR-Ctrl mice. 

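Supp. Table IV lists 13 genes, of which Saa1 and Saa2 stand under locomotion alone. Of the 13, 7 passed the filter on low counts (Saa1, Saa2, Cxcl9, Cxcl10, Olr1, Gbp5 and Ccl7), all lower in anti-miR-873-5p BDL, with a median log2 fold change of -1.57. Without miR-Ctrl mouse 4 the median was -0.70. The largest change was in Cxcl10 (Entrez gene 15945, chromosome 5 from 92346638 to 92348889 of GRCm38), with 10.2 ± 4.28 (SD, n = 3) normalized counts against 32.9 ± 25.4 (SD, n = 3) in miR-Ctrl BDL and a log2 fold change of -1.69 (standard error 0.56, adjusted p = 0.757). Olr1 (Entrez gene 108078) changed by -1.57 (standard error 0.59, adjusted p = 0.763) on 4 to 31 reads per mouse. Cxcl10 and Olr1 did not overlap between the groups, which chance alone gives for 10% of unselected genes with 3 mice against 3. The authors took the genes of the table from this comparison, a selection that favours low values, so the 10% is not a fair chance share for them. The other 5 genes overlapped. Saa2 changed by -1.59, Cxcl9 by -1.26, Gbp5 by -1.60 and Ccl7 by -1.48 on the log2 scale, with adjusted p from 0.757 to 0.782 in edgeR's quasi-likelihood test. Gbp5 rested on 1 mouse, and its change was 0.041 without miR-Ctrl mouse 4. The other 6 genes of the table, Gm13276, Gm13277, Gm13290, Ifnz, Tarm1 and Sfrp2, had at most 10 reads in any of the 6 mice and were below the filter. All 50-base windows of Gm13276, Gm13277 and Gm13290 and 76.9% of those of Ifnz occur in other genes, so their reads cannot be told apart.
The processes were also tested with hand-written gene sets, with camera, limma's competitive gene set test, and adjustment over 8 sets. The median log2 fold change was -0.69 (adjusted p = 2.25e-13) for cell cycle genes, of which 39 of 40 were lower, and -0.82 (adjusted p = 2.84e-12) for interferon response genes, of which 29 of 30 were lower. It was -0.33 (adjusted p = 0.00335) for acute-phase genes and -0.59 (adjusted p = 0.263) for natural killer cell genes, of which 9 of 31 passed the filter. None of these calls held in fry, a rotation test on the same mice, with adjusted p of 0.558 for the cell cycle and interferon sets and 0.786 for the acute-phase set. The interferon set holds Cxcl9, Cxcl10 and Gbp5 and the acute-phase set Saa1 and Saa2, which Supp. Table IV lists. Without these genes, a choice made after the data were examined, the medians were -0.79 (adjusted p = 3.16e-10) and -0.20 (adjusted p = 0.0150), and 0.637 and 0.786 were the adjusted p in fry. With mouse number as a block, natural killer cell genes had a median of -0.77 (adjusted p = 0.0107). That block takes miR-Ctrl mouse 2 and anti-miR-873-5p mouse 3 out of the comparison. Over the alternatives other than leaving out a mouse, the adjusted p of natural killer cell genes ran up to 0.975. Of the 6 fits that left out 1 mouse, 1 was past the threshold for this set, that without miR-Ctrl mouse 1 (adjusted p = 0.0134). Among the 10 splits of the 6 mice, 4 gave a camera p at least as small for cell cycle genes, 3 for interferon genes, 5 for acute-phase genes and 8 for natural killer cell genes. With each mouse left out, the medians ran from -0.97 to -0.36, from -1.23 to -0.36, from -0.47 to -0.069 and from -0.72 to 0.27 in the same order, positive for natural killer cell genes without miR-Ctrl mouse 4.

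**Figure D4:**
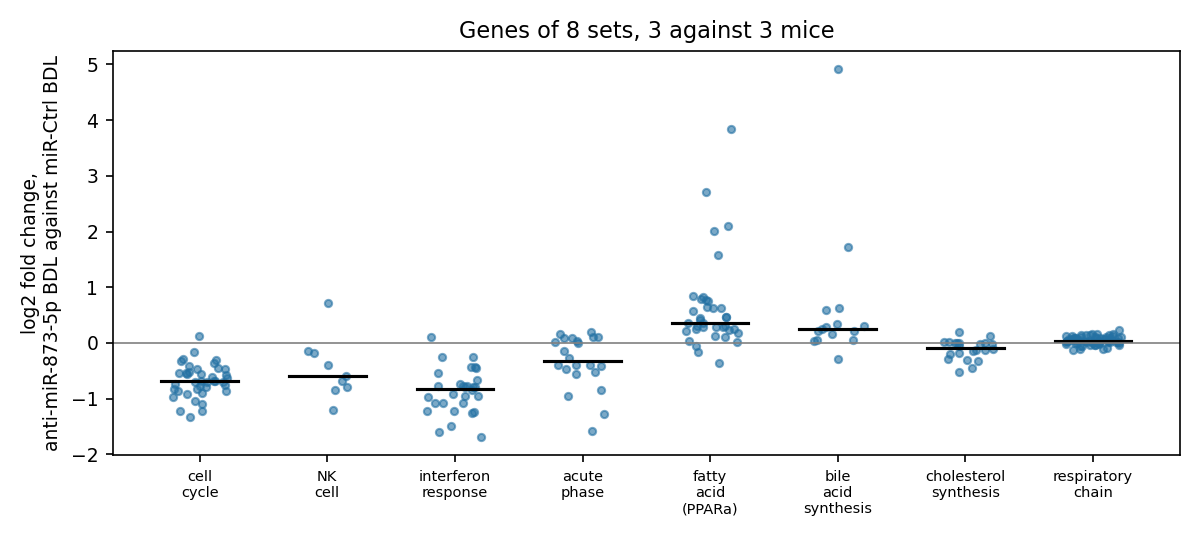
Log2 fold change of each tested gene between anti-miR-873-5p BDL and miR-Ctrl BDL in 8 gene sets, with 1 point per gene and a bar at the set's median. Cell cycle and interferon response genes lie mostly below 0 and genes of fatty acid metabolism mostly above 0.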

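Supp. Table V lists 6 genes, the cytochromes P450 Cyp4a10, Cyp4a14, Cyp4a31, Cyp4a32 and Cyp7a1 and the acyl-CoA synthetase Acss3. Their median log2 fold change between anti-miR-873-5p BDL and miR-Ctrl BDL was 1.91, and 1.14 with all 4 mice of each group. Cyp4a14 (Entrez gene 13119, chromosome 4 from 115486200 to 115496158 of GRCm38) had 58.0 ± 66.1 (SD, n = 3) normalized counts against 4.02 ± 1.98 (SD, n = 3), a log2 fold change of 3.85 (standard error 1.19, adjusted p = 0.757 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups overlapped. Cyp7a1 (Entrez gene 13122, chromosome 4 from 6265612 to 6275632), the first enzyme of bile acid synthesis, had 192 ± 99.0 against 58.0 ± 2.89 and a log2 fold change of 1.73. Its adjusted p was 0.0133 in DESeq2's Wald test and 0.0404 in the edgeR fit without anti-miR-873-5p mouse 3. Cyp4a32 (Entrez gene 100040843, chromosome 4 from 115600927 to 115622507) had 20.3 ± 10.4 against 4.73 ± 1.58, a log2 fold change of 2.10 and an adjusted p of 0.000762 in DESeq2. Cyp4a10 changed by 2.71 (adjusted p = 0.00653 in DESeq2), Cyp4a31 by 1.58 and Acss3 by 1.31 on the log2 scale. The authors took these genes from the same comparison, which favours high values. All 6 genes had an adjusted p of 0.757 in the edgeR test with all mice of the table. Every gene but Cyp4a14 was higher in each anti-miR-873-5p BDL mouse than in each miR-Ctrl BDL mouse. In the table of miR-Ctrl BDL against no BDL, miR-Ctrl mouse 3 had 748 normalized counts of Cyp4a14, and anti-miR-873-5p mouse 2 had 2389 in the other table.
Gene sets for these processes were tested with camera and adjusted over the same 8 sets. Targets of PPARα in fatty acid metabolism had a median log2 fold change of 0.35 (adjusted p = 1.17e-14), with 34 of 37 genes higher, and an adjusted p of 0.0429 in fry, or 0.0697 with adjustment over 13 sets. Of the 10 splits of the 6 mice, only the split by treatment gave a camera p as small, which is the smallest share that 10 splits allow. The set holds the 4 Cyp4a genes of Supp. Table V. Without them, a choice made after the data were examined, the median was 0.31 (adjusted p = 3.10e-10) with 30 of 33 higher, the split by treatment was again the only one with a camera p as small, and the adjusted p in fry was 0.205, short of the threshold. Bile acid synthesis genes had a median of 0.26 (adjusted p = 0.000668) with 14 of 15 higher, and an adjusted p of 0.558 in fry. Without Cyp7a1 their median was 0.24 (adjusted p = 0.00928, and 0.637 in fry). With all genes of the set it was -0.025 without anti-miR-873-5p mouse 1. Cholesterol synthesis genes had a median of -0.083 (adjusted p = 0.0150) that was 0.073 with all mice of both groups. Subunits of the respiratory chain had a median of 0.044 (adjusted p = 0.263), with 46 of 62 higher, 0.12 (adjusted p = 0.00901) with all mice and -0.099 without anti-miR-873-5p mouse 1. Of the 6 fits that left out 1 mouse, 3 were past the threshold with a positive median and 1, that without anti-miR-873-5p mouse 1, with a negative one. Over all alternatives other than leaving out a mouse, adjusted p for this set ran from 0.00901 to 0.803.

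**Figure D5:**
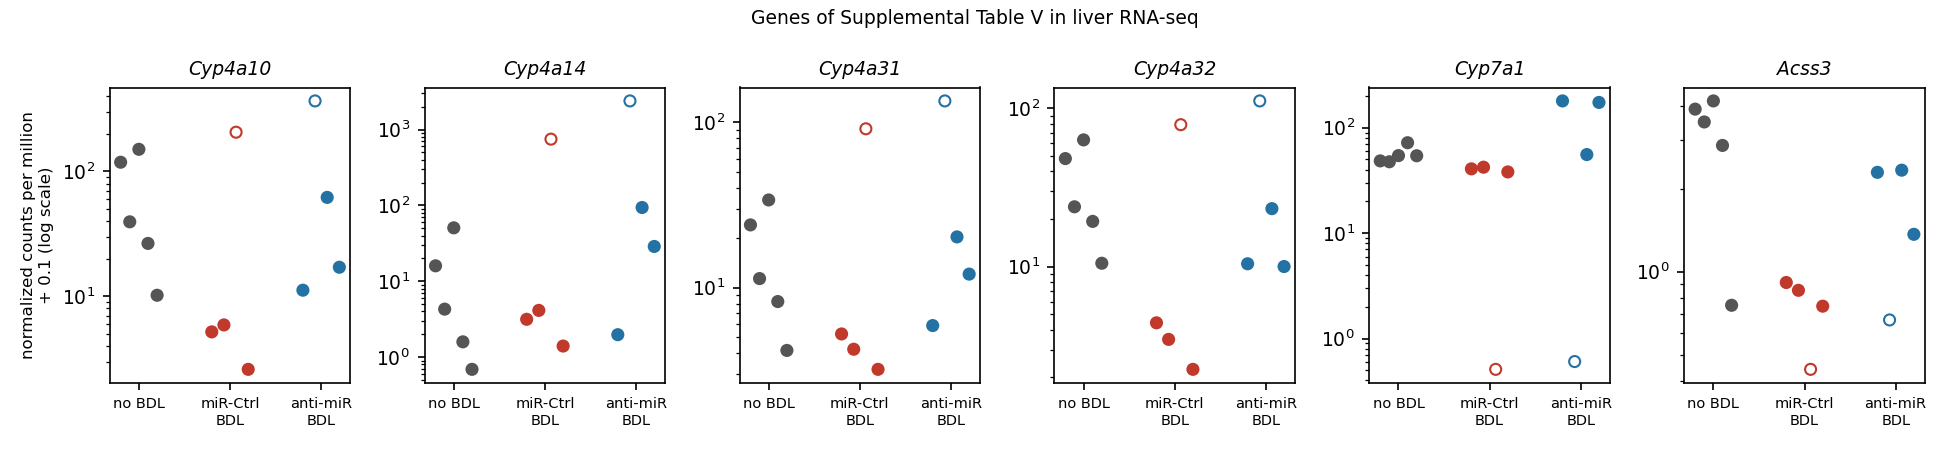
The 6 genes of Supp. Table V in normalized counts plus 0.1 per mouse, on a log scale, from the tables against no BDL (no BDL and miR-Ctrl BDL from one table, anti-miR-873-5p BDL from the other). Points are mice, and open points are miR-Ctrl mouse 3 and anti-miR-873-5p mouse 2, which lie above all other mice for the 4 Cyp4a genes and below them for Cyp7a1 and Acss3.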

On the other hand, anti-miR-873-5p-treated-mice showed increased gene expression related to biological processes implicated in steroid and fatty acid metabolism and in the respiratory electron transport chain compared to miR-ctrl mice (Supp. Fig. 3A and Supp. Table IV and V).

Of relevance, the treatment of *Gnmt*^-/-^ mice after 3 and 5 days of BDL with anti-miR-873-5p failed to counteract both inflammation and fibrosis (Supp Fig. 4a), indicating that *Gnmt* is one of the principal targets that mediates the anti-miR-873-5p effect in vivo, even though miR-873-5p could affect many different mRNAs besides *Gnmt*.

Overall, these data show that miR-873-5p inhibition is hepatoprotective and reduces cell death, affects ductular reaction and prevents the generation of liver inflammation and fibrosis after BDL, which is suggested to take place by enhancing GNMT expression.

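Across the transcriptome, 6843 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test when both BDL groups together were compared with no BDL. For 68.9% of these genes the difference between anti-miR-873-5p BDL and miR-Ctrl BDL had the sign opposite to the change after BDL, that is, toward no BDL. Of the 20 ways to assign the treatment labels to the 6 BDL mice, 12 gave a share at least as far from 50% (two-sided exact permutation test, p = 0.600, with 0.1 the smallest that the design allows). Without anti-miR-873-5p mouse 1 the share was 46.1%. With all 8 BDL mice it was 71.7% (exact permutation test, p = 0.257). The paper concludes that inhibiting miR-873-5p protected the liver, with less cell death, inflammation and fibrosis and an altered ductular reaction. It proposes that this took place through a higher expression of GNMT.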

### MiR-873-5p directly regulates hepatocyte apoptosis and cholangiocyte proliferation

In the pathology of liver fibrosis and in cholestatic liver injury different types of hepatic cells including hepatocytes, cholangiocytes, inflammatory macrophages (Kupffer cells)^16^ and Natural Killer^7,17–19^ cells, and hepatic stellate cells (HSC)^20^ are known to mediate different effects, regulating the development and the progression of the disease. During initiation of fibrogenesis, hepatocyte apoptosis and cholangiocyte proliferation are the primary events driving disease progression^14^. Although GNMT in the liver is known to be mainly found in hepatocytes, it has been described to be expressed in other cell types such as cholangiocytes, where its expression is associated with a differentiated and a non-proliferative phenotype of these cells^2^. Thus, we have analyzed the targeting of *Gnmt* by miR-873-5p in these cells and its potential contribution to cholestatic liver injury.

Firstly, primary isolated murine hepatocytes were cultured with the toxic bile acid deoxycholic acid (DCA, 100 µM) for 2 h to induce hepatocyte apoptosis, an in vitro cell model that mimics in vivo BDL. Under these circumstances, DCA treatment was associated with reduced *Gnmt* expression together with the induction of miR-873-5p and hepatocyte apoptosis, suggesting the importance of the regulation of GNMT-miR-873-5p axis in hepatocytes (Fig. 4a). The potential role of miR-873-5p in the induction of BA-induced apoptosis in hepatocytes through the repression of *Gnmt* was studied by inhibiting miR-873-5p directly in these cells. MiR-873-5p inhibition in hepatocytes induced GNMT levels (Fig. 4b), resulting in attenuation of BA-induced apoptosis measured by Caspase 3 activity, TUNEL assay and JNK phosphorylation (Fig. 4c, d). Moreover, miR-873-5p inhibition increased the expression of different genes related to BA-induced apoptosis [B-Cell CLL/Lymphoma 2 (*Bcl2*) and the Hepatocyte nuclear factor (*Hnf*) *Hnf1α* and *Hnf4α*] and, more importantly, genes implicated in BA metabolism and regulation, such as the master regulator of BA metabolism *Fxr* and different BA exporters, such as *Bsep, Abcg5* and some *Mdr/Mrp* (Fig. 4e).

**Fig. 4:**
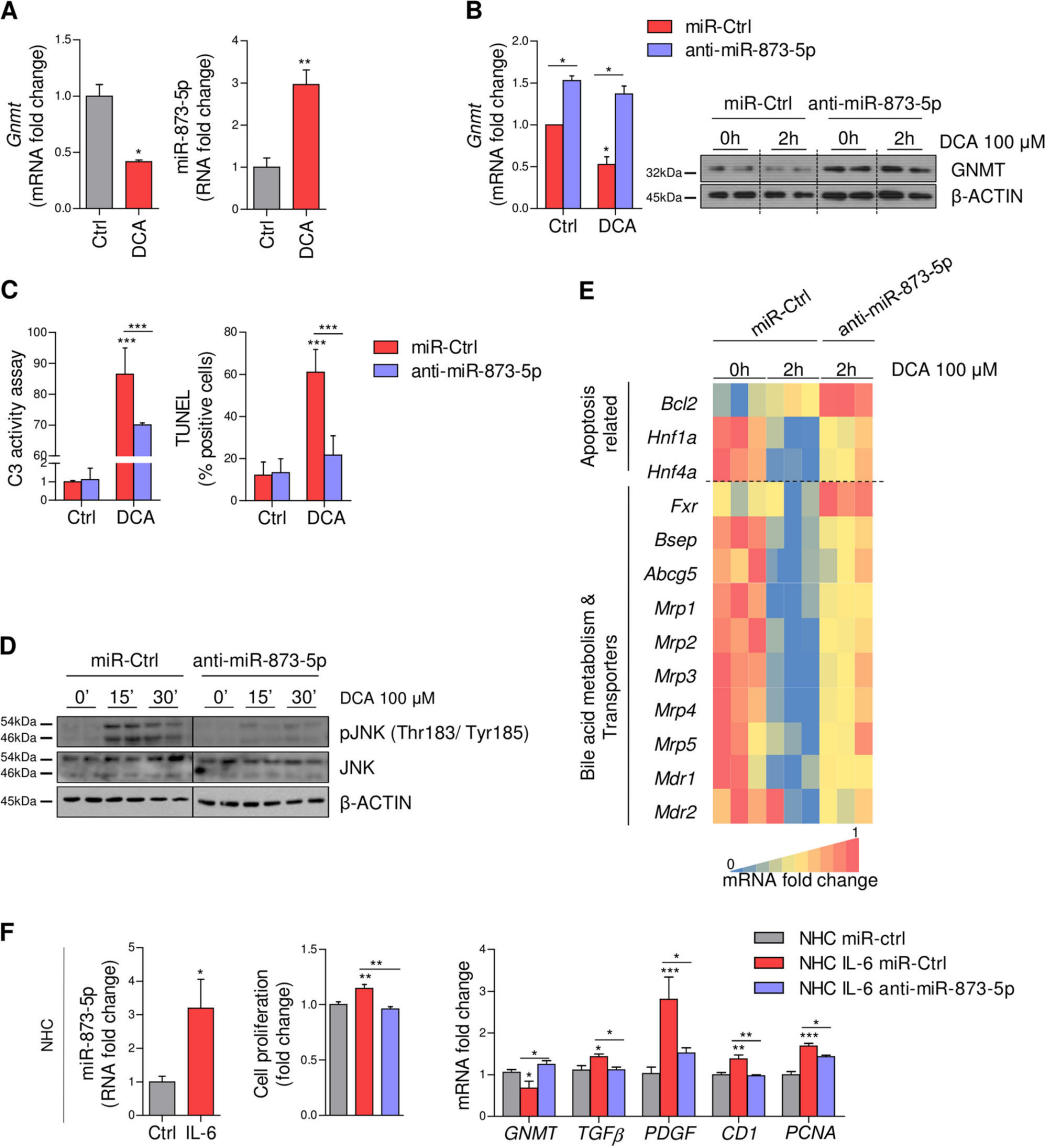
MiR-873-5p regulates hepatocyte apoptosis and cholangiocyte proliferation by targeting GNMT. (**a**) *Gnmt* and miR-873-5p expression in cultured hepatocytes treated with deoxycholic acid (DCA) for 2 h (*N* = 3). (**b**) GNMT expression analysis by qPCR and WB after anti-miR-873-5p and DCA treatment. Cell death was measured by C3 activity (2 h) TUNEL and JNK phosphorylation (15’/30’) at different time points of DCA treatment (**c**, **d**). (**e**) Gene expression analysis by qPCR of indicated genes implicated in BA-induced apoptosis, metabolism and transport after 2 h of DCA and anti-miR.873-5p treatment (*N* = 3). Densitometry analyses of WB are shown in Supp. Fig. 5A. (**f**) MiR-873-5p expression in normal human cholangiocytes (NHC) after 48 h of Interleukin-6 (IL-6) treatment (*N* = 6). Cell proliferation measured by MTT assay and analysis of *GNMT* and indicated genes measured by qPCR in anti-miR-873-5p cholangiocytes treated with IL-6 (*N* = 4). Data normalized as fold change vs. control. Error bars represent the means ± SEM. Statistical significance was determined by the Student’s *t*-test or ANOVA when more than two groups were compared. *p* < 0.05*; *p* < 0.01**; *p* < 0.001***

Then, GNMT targeting by miR-873-5p was evaluated in cholangiocyte cell lines. It has been reported that inflammatory mediators like IL-6 (significantly augmented after BDL and modulated in the presence of anti-miR-873-5p (Fig. 3g)) induces cholangiocyte proliferation. Indeed, the normal human cholangiocyte cell line NHC incubated with IL-6 show increased miR-873-5p expression (Fig. 4f). MiR-873-5p inhibition reduced cholangiocyte proliferation measured by MTT assay and the levels of cyclin D1 (*CD1*) and proliferating cell nuclear antigen (*PCNA*) (Fig. 4f). Furthermore, anti-miR-873-5p increased *GNMT* expression and minimized the levels of growth factors (*TGFβ* and platelet derived growth factor (*PDGF*)) implicated in cholangiocyte contribution to BDL-induced fibrosis (Fig. 4f).

Overall, these data suggest that anti-miR-873-5p has broad effects in liver cells affecting fibrosis progression, mainly mediating anti-apoptotic activity in hepatocytes and anti-proliferative effect in cholangiocytes contributing to reduce liver injury and fibrosis progression.

### Anti-miR-873-5p prevents liver injury in Mdr2^-/-^ mice

Mice lacking the ATP-binding cassette ABCB4 protein encoded by the *Mdr2* gene (*Mdr2*^*-*/-^) provide a model for the study of cholestasis in the context of chronic inflammation as a result of increased BA accumulation^15^. The increase in miR-873-5p and the low expression levels of GNMT at the different stages of hepatic fibrogenesis in the *Mdr2*^-/-^ mice (Fig. 1d) prompted us to investigate the impact that anti-miR-873-5p treatment could have in this model. Four-month old *Mdr2*^-/-^ mice, with advanced fibrosis and biliary proliferation (Suppl Fig. 6a), were treated once a week with anti-miR-873-5p during 4 weeks (Fig. 5a). Anti-miR-873-5p treatment rescued GNMT (Fig. 5b, c) and reduced ALT/AST transaminases, total serum BA levels (Fig. 5d, e), cholangiocytes proliferation by CK19, hepatocyte death assessed by caspase 3 activity and hepatic ammonia content^21^ (Fig. 5f). Moreover, *Mdr2*^-/-^ mice treated with anti-miR-873-5p showed lower cell death receptor *Dr5* and higher biliary acids transporters of the ABC superfamily *Mdr1, Mrp3, and Mrp5* (Suppl Fig. 6B), consistent with the reduction of BA content, BA-induced apoptosis and markers related to cholangiocyte activation (Suppl Fig. 6B). These changes were accompanied by a reduced inflammatory response as determined by F4/80 and *Il-6*, *Ccl1* and *iNos* expression, as well as less fibrosis evaluated through Sirius red staining and the levels of profibrogenic (*Tgfb*, *Timp1*, and *Timp2*) genes (Fig. 5f and Suppl Fig. 6b). Altogether, these data suggest that anti-miR-873-5p targeting in the Mdr2-/-cholestasis animal model reduces cholangiocyte proliferation, increases the export of bile acids and ameliorates BA-induced hepatocyte cell death and inflammatory response.

**Fig. 5:**
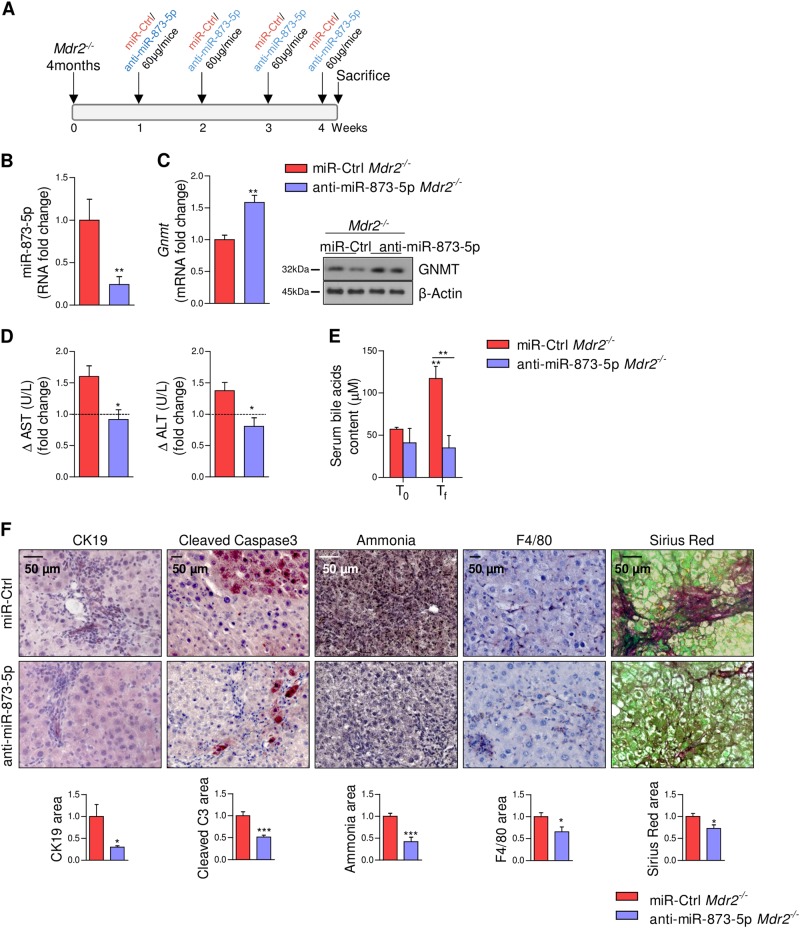
Anti-miR-873-5p decreases hepatocyte apoptosis, cholangiocyte proliferation, inflammation, and fibrogenesis in Mdr2^*-/-*^ mice. (**a**) Time scheme of the anti-miR-873-5p treatment in Mdr2^*-/-*^ mice (time points indicated). MiR-873-5p (**b**) and GNMT expression (**c**) in the liver of *Mdr2*^*-/-*^ and anti-miR-873-*Mdr2*^*-/-*^ mice. (**d**) Serum transaminases levels expressed as fold change from the initial values and (**e**) bile acid content in *Mdr2*^*-/-*^ mice. (**f**) CK19, Cleaved Caspase 3, ammonia, F4/80, and Sirius red staining in liver sections from miR-Ctrl and miR-873-5p-inhibited *Mdr2* ^*-/-*^ mice. Densitometry analyses of WB are shown in Supp. Fig. 6C. Data normalized as fold change vs. control. Error bars represent the means ± SEM (*N* = 5). Statistical significance was determined by the Student’s *t*-test or ANOVA when more than two groups were compared *p* < 0.05*; *p* < 0.01**; *p* < 0.001 ***. ----- line in **d** indicates initial levels of the measurements

### MiR-873-5p regulation results in GNMT-dependent epigenomic modulation

DNA (CpG) methylation acts as a blueprint for global alterations in the epigenome that drive liver injury^22^ among them hepatic fibrogenesis^23–26^. BDL and *Mdr2*^-/-^ mice under anti-miR-873-5p treatment showed improved hepatic SAMe metabolism with a decrease in the ratio SAMe/S-adenosylhomocysteine (SAH) consistent with the re-expression of GNMT (Table 1). This effect in the methylation flux correlated with a reduction in the global DNA methylation content as detected after miR-873-5p inhibition (Fig. 6a). DNA methylation is mediated by two groups of DNA methyltransferases (DNMTs), DNMT1 that is implicated in maintenance of DNA methylation and DNMT3a/3b that are responsible for de novo DNA methylation^27^. 

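The DNA methyltransferase gene Dnmt3a (Entrez gene 13435, chromosome 12 from 3801559 to 3914443 of GRCm38) was measured by RNA-seq in BDL livers. It had 23.1 ± 1.87 (SD, n = 3) normalized counts in anti-miR-873-5p BDL and 24.7 ± 4.01 (SD, n = 3) in miR-Ctrl BDL, a log2 fold change of -0.096 (standard error 0.14, adjusted p = 0.928 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The spread between miR-Ctrl BDL mice was larger than this difference. With mouse number as a block, which takes miR-Ctrl mouse 2 and anti-miR-873-5p mouse 3 out of the comparison, the change was 0.096. Against no BDL the log2 fold change of Dnmt3a was 0.063 in miR-Ctrl BDL (adjusted p = 0.844) and 0.035 in anti-miR-873-5p BDL (adjusted p = 0.897), and both turned negative with the block, which takes no BDL mouse 5 out of the comparison, to -0.022 and -0.013.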

According to the changes in DNA methylation levels in the liver, anti-miR-873-5p treatment reduced *Dnmt3a* expression in both fibrotic animal models (Fig. 6b). Indeed, the inhibition of miR-873-5p during BDL and in *Mdr2*^-/-^ mice increased the expression of other genes of the methionine cycle besides *Gnmt*, such as Methionine adenosyltransferase (*Mat1a*) and S-adenosylhomocysteine hydrolase (*Sahh*) (Suppl. Fig. 7A).

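In the RNA-seq of BDL livers, Mat1a (Entrez gene 11720, chromosome 14 from 41105012 to 41124428 of GRCm38) had 2199 ± 260.1 (SD, n = 3) normalized counts in anti-miR-873-5p BDL and 1373 ± 588 (SD, n = 3) in miR-Ctrl BDL. Its log2 fold change was 0.68 (standard error 0.34, adjusted p = 0.781 in edgeR's quasi-likelihood test), and it ran from 0.38 to 0.99 with each mouse left out in turn. SAHH is encoded by Ahcy (Entrez gene 269378, chromosome 2 from 155059310 to 155074497), for which 68.7% of 50-base windows also occur in other genes, most of them in the pseudogene Gm4737. Ahcy had 885 ± 55.3 against 735 ± 125, a log2 fold change of 0.27 (standard error 0.17, adjusted p = 0.811). With each mouse left out in turn, the Ahcy change ran from 0.14 to 0.37. With all mice of both groups it was 0.77 (standard error 0.65, adjusted p = 0.980 in the same test). For both genes the groups overlapped. The 2 mice absent from the table of the BDL groups had more Mat1a than any other mouse of their groups, 6366 normalized counts in miR-Ctrl mouse 3 and 10594 in anti-miR-873-5p mouse 2. Anti-miR-873-5p mouse 2 also had 3026 of Ahcy. Against no BDL, Mat1a changed by 0.12 (standard error 0.62, adjusted p = 0.898) in miR-Ctrl BDL, or -1.17 (adjusted p = 0.0107) without mouse 3. In anti-miR-873-5p BDL it changed by 0.81 (standard error 0.59, adjusted p = 0.358), or -0.49 without mouse 2. Ahcy fell by 1.12 on the log2 scale in miR-Ctrl BDL (adjusted p = 0.0291) and by 0.37 in anti-miR-873-5p BDL (adjusted p = 0.633), or by 1.35 without mouse 2 (adjusted p = 0.00313). The fall of Ahcy in miR-Ctrl BDL came short of the threshold in 7 of the 9 fits that left out 1 mouse. Over these 9 fits the change ran from -1.62 to -0.94, with adjusted p from 0.00064 to 0.0811.

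**Figure D6:**
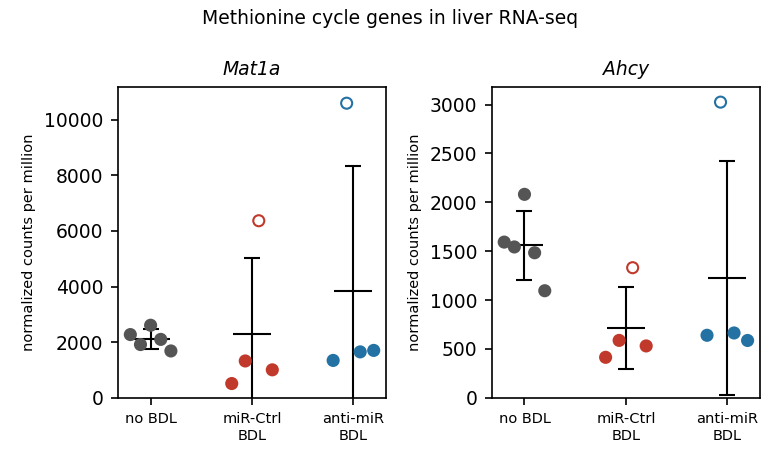
Mat1a and Ahcy in liver RNA-seq, in normalized counts per mouse, from the tables against no BDL (no BDL and miR-Ctrl BDL from one table, anti-miR-873-5p BDL from the other). Points are mice, bars are the mean and SD, and open points are miR-Ctrl mouse 3 and anti-miR-873-5p mouse 2, at 6366 and 10594 for Mat1a.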

**Table 1:** Liver SAMe and SAH levels regulation by anti-miR-873-5p in BDL and *Mdr2*^*-/*-^ mice

GROUP	SAMe (pmol/mg prot)	SAH (pmol/mg prot)	SAMe/SAH (pmol/mg prot)	*T*-TEST SIGNIFICANCE (SAMe/SAH ratio)
BDL MICE				
Wt	109.06 ± 42.36	63.22 ± 12.03	**1.75** ± 0.72	
miR-Ctrl BDL	158.61 ± 34.32	41.30 ± 13.93	**4.00** ± 1.11	**0.042** ^a^
Anti-miR-873-5p-BDL	108.80 ± 38.99	58.97 ± 7.57	**1.86** ± 0.67	**0.046** ^b^
*Mdr2*^*-/-*^ MICE				
miR-Ctrl	61.81 ± 4.35	2.55 ± 0.41	**21.12** ± 2.75	
Anti-miR-873-5p	53.03 ± 10.22	3.27 ± 06.8	**16.58** ± 3.19	**0.034** ^c^

^a^*p* CTRL vs. miR-Ctrl BDL

^b^*p* miR-Ctrl BDL vs. anti-miR-873-5p BDL

^c^*p* Mdr2^-/-^ miR-Ctrl vs. anti-miR-873-5p

**Fig. 6:**
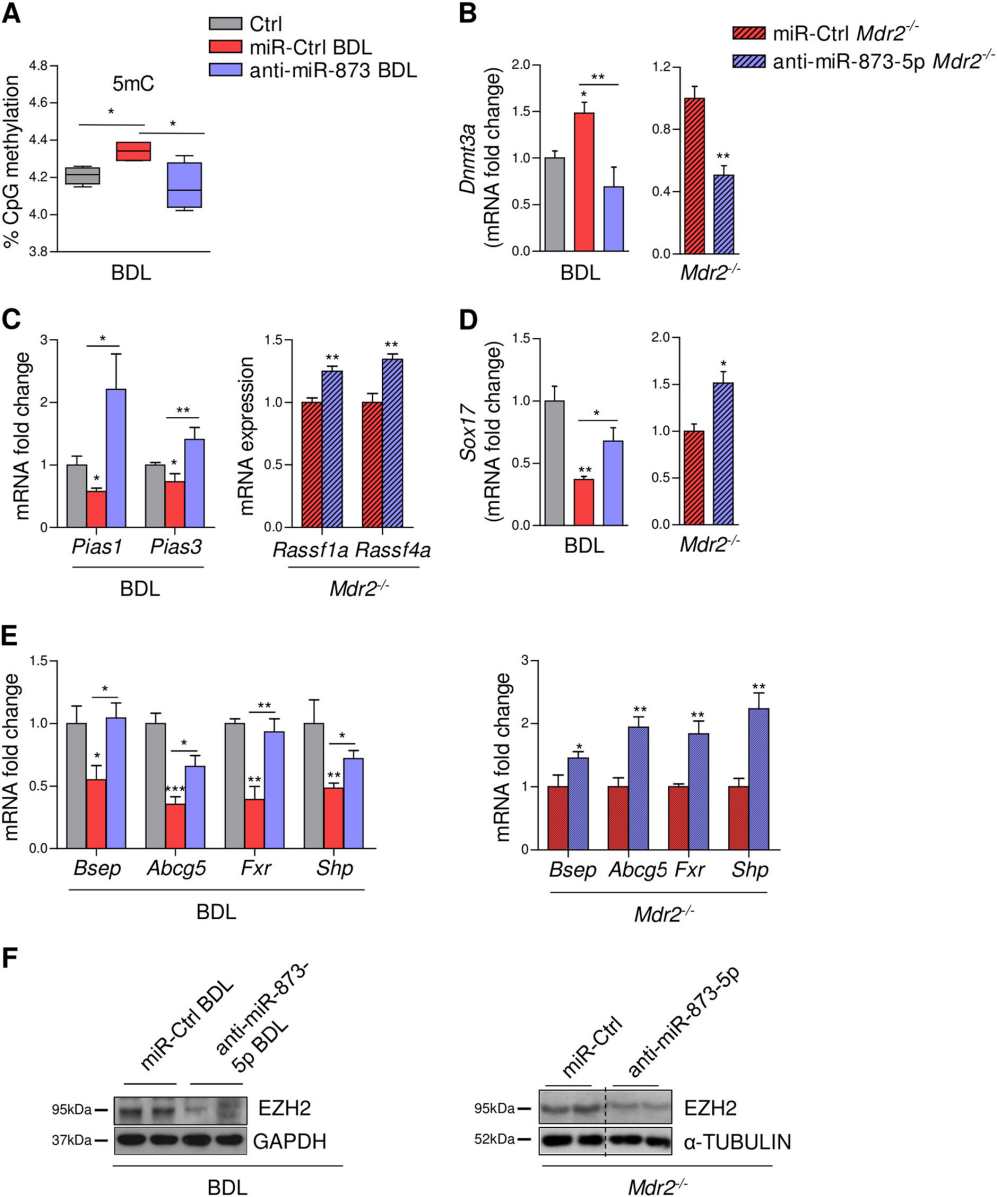
Epigenomic alterations contributing to liver fibrosis are reverted in anti-miR-873-5p-treated-mice through the restoration of GNMT, SAMe metabolism, and transmethylation flux. (**a**) DNA CpG (5mC) methylation in Ctrl and BDL/anti-miR-873-BDL livers (*N* = 4). qPCR and WB analysis of genes implicated in DNA methylation (**b**). qPCR analysis of indicated genes susceptible of promoter hypermethylation related to cholangiocyte proliferation and bile acid metabolism (**c**-**e**) in miR-Ctrl and anti-miR-873-5p BDL/*Mdr2*^*-/-*^ mice (*N* = 4 (BDL) and *N* = 5 (*Mdr2*^*-/-*^). (**f**) WB analysis of EZH2 in anti-miR-873-5p-BDL/*Mdr2*^*-/-*^ mice (*N* = 4 (BDL) and *N* = 5 (*Mdr2*^*-/-*^). Densitometry analyses of WB are shown in Supp. Fig. 7C. Data normalized as fold change vs. control. Error bars represent the means ± SEM. Statistical significance was determined by the Student’s *t*-test or ANOVA when more than two groups were compared. *p* < 0.05*; *p* < 0.01**; *p* < 0.001***

Different genes could be regulated by methylation of their CpG islands. The activity of STAT3, a key player in liver inflammation, was repressed in BDL under miR-873-5p inhibition (Fig. 3g), correlating with the re-expression of its inhibitor Protein inhibitor of activated STAT (*Pias*) *Pias 1/3* (Fig. 6c), that has been associated to its promoter methylation status^28^. Similarly, the promoter regulation of RAS-association domain family (RASSF) (inhibitors of RAS signaling), has been reported to be susceptible of hypermethylation in the absence of GNMT^8^ and in early HCCs^28^. 

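Pias1 (Entrez gene 56469, chromosome 9 from 62878366 to 62980879 of GRCm38) had 17.3 ± 2.08 (SD, n = 3) normalized counts in anti-miR-873-5p BDL livers and 18.3 ± 0.578 (SD, n = 3) in miR-Ctrl BDL livers. The log2 fold change was -0.073 (standard error 0.12, adjusted p = 0.931 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and reached 0.0034 without anti-miR-873-5p mouse 1. Pias3 (Entrez gene 229615, chromosome 3 from 96696361 to 96706070) had 11.8 ± 0.290 against 11.2 ± 3.02 and a log2 fold change of 0.069 (standard error 0.20, adjusted p = 0.958), which was -0.073 without miR-Ctrl mouse 4. Both differences lay within the spread between mice. In miR-Ctrl BDL against no BDL, Pias1 changed by -0.024 (standard error 0.11, adjusted p = 0.889) and Pias3 by -0.12 (standard error 0.25, adjusted p = 0.728). Scaling by library size alone gave 0.79 for Pias1 and 0.70 for Pias3, but it raised the median of all genes to 0.79, and neither gene was above that median. In anti-miR-873-5p BDL against no BDL the changes were -0.048 (adjusted p = 0.796) and 0.068 (adjusted p = 0.757).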

We have found that the expressions of RASSF genes (*Rassf1a*/*Rassf4a*) are upregulated in *Mdr2*^-/-^ mice after blockade of miR-873-5p (Fig. 6c).

Regulation of cholangiocyte proliferation and BA metabolism have both been described to be under epigenetic control^29,30^. SRY-Box 17 (SOX17) regulates the phenotype of normal human cholangiocytes acting as a tumor suppressor in cholangiocarcinoma, occurring its downregulation through DNA methylation^31^. Under anti-miR-873-5p treatment, *Sox17* expression was significantly upregulated in BDL and *Mdr2*^*-/-*^ mice (Fig. 6d). 

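Sox17 (Entrez gene 20671, chromosome 1 from 4490928 to 4497426 of GRCm38) was covered by 21 to 45 reads in each of the 6 BDL mice compared. RNA-seq gave 2.25 ± 0.468 (SD, n = 3) normalized counts in anti-miR-873-5p BDL and 2.03 ± 0.460 (SD, n = 3) in miR-Ctrl BDL, with a log2 fold change of 0.15 (standard error 0.28, adjusted p = 0.936 in edgeR's quasi-likelihood test). It was -0.0092 without miR-Ctrl mouse 1. The change from no BDL was -0.59 (standard error 0.48, adjusted p = 0.371) in miR-Ctrl BDL and -0.40 (standard error 0.40, adjusted p = 0.512) in anti-miR-873-5p BDL, and with library-size scaling it was 0.24 and 0.45, or -0.55 and -0.37 relative to the median of all genes under that scaling. The spread between mice exceeded the difference between the BDL groups, and 15.0% of the 50-base windows of Sox17 also occur in another gene, Gm37587.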

Finally, inhibiting miR-873-5p also restored the expression of genes methylated under pathological conditions, such as *Abcg5* and *Bsep*, as well as the nuclear receptors *Shp* and *Fxr*, implicated in BA transport and metabolism^29^ (Fig. 6e).

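BSEP is encoded by Abcb11 (Entrez gene 27413, chromosome 2 from 69238282 to 69342616 of GRCm38), SHP by Nr0b2 (Entrez gene 23957, chromosome 4 from 133553376 to 133556686) and FXR by Nr1h4 (Entrez gene 20186, chromosome 10 from 89454234 to 89533645). Nr1h4 had 108 ± 22.7 (SD, n = 3) normalized counts in anti-miR-873-5p BDL and 72.7 ± 11.2 (SD, n = 3) in miR-Ctrl BDL, a log2 fold change of 0.57 (standard error 0.19, adjusted p = 0.757 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its unadjusted p of 0.0195 was the lowest among the 25 tested genes listed from the paper, and adjustment over this list alone gave 0.409. The list holds genes the paper measured in BDL livers. It also holds Abcc3 and Abcc4, for which the paper's text describes no measurement in BDL livers. Abcg5 (Entrez gene 27409, chromosome 17 from 84658174 to 84683011) had 41.7 ± 28.2 against 48.8 ± 2.48, a log2 fold change of -0.23 (standard error 0.42, adjusted p = 0.937). Abcb11 had 460.2 ± 124 against 512 ± 96.4, a log2 fold change of -0.16 (standard error 0.24, adjusted p = 0.931). Nr0b2 had 22.7 ± 9.19 against 26.2 ± 1.396, a log2 fold change of -0.21 (standard error 0.26, adjusted p = 0.907). The groups overlapped for all 4 genes. With all 4 mice of each group the change was 0.16 for Abcg5 and 0.41 for Nr0b2, and Abcb11 reached 0.052 without anti-miR-873-5p mouse 4. Nr1h4 stayed between 0.46 and 0.74 with each mouse left out. Changes from no BDL in miR-Ctrl BDL and anti-miR-873-5p BDL were -0.97 (adjusted p = 0.00196) and -0.46 (adjusted p = 0.115) for Nr1h4, -1.05 (adjusted p = 0.0161) and -0.91 (adjusted p = 0.193) for Abcg5, -0.53 (adjusted p = 0.146) and -0.72 (adjusted p = 0.133) for Abcb11 and -0.72 (adjusted p = 0.0819) and -0.33 (adjusted p = 0.631) for Nr0b2. With library-size scaling both changes were positive for Abcb11 and Nr0b2, and that of Nr1h4 was positive in anti-miR-873-5p BDL (0.36). In miR-Ctrl BDL the same scaling gave -0.17 for Nr1h4 (adjusted p = 0.4803) and -0.31 for Abcg5 (adjusted p = 0.418), neither past the threshold. Relative to the median of all genes under this scaling, these 2 changes were -0.96 and -1.10, against -0.96 and -1.03 with TMM, and all 4 genes were below that median in both comparisons. With all 3 groups in 1 fit, Abcg5 fell short of the threshold in miR-Ctrl BDL (adjusted p = 0.0654).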

Besides DNA, SAMe can methylate histones at different residues. Histone modification is also involved in establishing patterns of gene repression during liver injury. Methylation of histones and DNA are linked to the activation of HSCs^32^. Importantly, miR-873-5p inhibition significantly reduced the protein levels of EZH2, a profibrogenic histone lysine methyltransferase, after BDL and in *Mdr2*^-/-^ mice (Fig. 6f). 

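The histone methyltransferase ASH1 is encoded by Ash1l (Entrez gene 192195, chromosome 3 from 88950414 to 89079375 of GRCm38), for which 2.12% of 50-base windows occur in another gene. RNA-seq of BDL livers gave 24.8 ± 2.27 (SD, n = 3) normalized counts with anti-miR-873-5p and 24.1 ± 3.06 (SD, n = 3) with miR-Ctrl, a log2 fold change of 0.040 (standard error 0.13, adjusted p = 0.963 in edgeR's quasi-likelihood test), a difference within the spread between mice. The change was -0.12 with all 4 mice of each group and -0.027 without miR-Ctrl mouse 1. Against no BDL, Ash1l changed by 0.085 (standard error 0.15, adjusted p = 0.690) in miR-Ctrl BDL and by -0.031 (standard error 0.099, adjusted p = 0.849) in anti-miR-873-5p BDL, the latter 0.80 with library-size scaling, or -0.017 relative to the median of all genes under that scaling.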

Also, the mRNA level of the histone methyltransferase *Ash1* is reduced after anti-miR-873-5p treatment, correlating with the decrease in the methylation level of its target H3K4, which has been related with TGFβ induction in fibrosis (Suppl. Fig. 6B)^33^.

Overall, these data suggest that the prompt recuperation of hepatic *GNMT* expression through anti-miR-873-5p treatment could lead to the restoration of SAMe metabolism and the epigenetic regulation of specific genes that are implicated directly in BA homeostasis, cholangiocyte proliferation and inflammatory and fibrogenic pathways (Fig. 7).

**Fig. 7:**
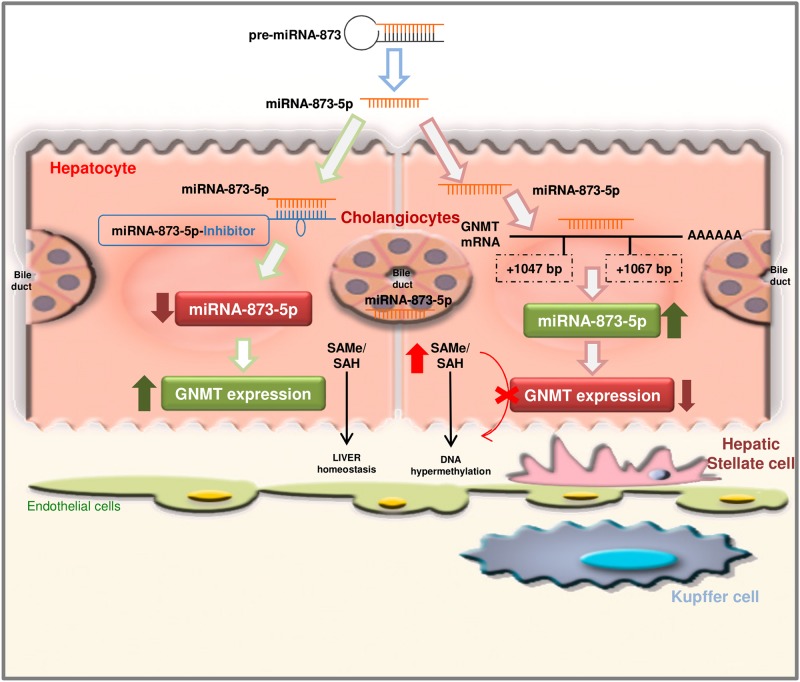
**MiR-873-5p targets GNMT expression in the liver mediating global epigenomic changes and contributing to liver fibrosis progression**

## Discussion

GNMT is considered a major regulator of the transmethylation flux in the liver controlling liver homeostasis and health^4,5^. A decrease in GNMT levels occurs in NAFLD, at early stages of fibrosis, cirrhosis, and HCC^1,6,7,34,35^. Data highlighting that attenuation of GNMT was found at early stages of liver disease, where fibrosis is still not prominent, points to GNMT deficiency as a contributor/mediator of fibrogenesis rather than a consequence. Even though *GNMT* repression in some primary tumors has been associated with aberrant promoter methylation^9^, hypermethylation does not seem to be the unique mechanism for *GNMT* regulation, and it may coexist with other regulatory pathways^9^.

miRNAs regulate a wide variety of biological functions in the liver and are directly implicated in inflammation, cirrhosis, and malignant transformation^13^. These small molecules are, therefore, emerging as viable therapeutic tools. Three independent unbiased approaches revealed miR-873-5p as a potential microRNA targeting *GNMT*. In here, we have shown that miR-873-5p is modulated in several in vitro and in vivo models of liver fibrosis where GNMT levels are modified. Furthermore, in the clinical setting, we have found high levels of circulating miR-873-5p in the serum of cirrhotic patients as well as a negative correlation between hepatic *GNMT* and miR-873-5p in human cirrhosis and cholestasis. Altogether, this evidence allowed us to identify for the first time GNMT as a direct target of miR-873-5p.

Although liver fibrosis was historically thought to be an irreversible process, the understanding of its molecular pathogenesis has stimulated the development of novel antifibrotic therapies, still in an experimental phase^36^. Increased miR-873-5p levels have been observed in hepatocytes and in proliferative cholangiocytes under cholestatic/fibrogenic situations. Anti-miR-873-5p treatment in vitro decreased the BA-induced hepatocyte cell death as well as cholangiocyte proliferation. Importantly, anti-miR-873-5p treatment in *Gnmt* wild-type mouse submitted to BDL surgery blocked the overwhelming inflammatory profile associated to fibrosis. Of relevance, no effects under miR-873-5p inhibition were detected in the *Gnmt*^*-/-*^ mice, indicating that GNMT activity is the hub of the regulatory network modulated by miR-873-5p.

In the *Mdr2*^*-/-*^ cholestatic mouse model inhibition of miR-873-5p for only 4 weeks starting at the time at which an overt inflammation, cholestasis, and severe fibrosis is observed (4 months old mice), resulted in reduced BA-related cell death and cholangiocyte proliferation, with mild blunted inflammation and decreased fibrosis related markers.

DNA methylation and hydroxymethylation are epigenetic mechanisms that modulate gene expression and play a critical role in the development of liver fibrosis^22,24–26^. We have identified that miR-873-5p changes methyltransferase signaling and DNA methylation state during BDL-mediated hepatic injury and in the chronic model of *Mdr2*^*-/-*^ mice. Anti-miR-873-5p therapy restores the transmethylation flux to normal levels in both animal models of liver damage. This miR-873-5p-dependent modulation of the methylome reduces global DNA methylation by decreasing Dnmt3a expression that functions as a de novo methyltransferase^24^. DNA methylation changes that occur in the livers of mice under anti-miR-873-5p treatment are associated with altered expression of specific genes. Indeed, in BDL mouse, anti-miR-873-5p restores *Pias 1,3* levels, genes highly sensible to methylation changes and regulators of STAT3 phosphorylation with the concomitant regression of the inflammatory response. The reduction in STAT3 activation observed in BDL mouse after anti-miR-873-5p treatment, could also have an important effect in the amelioration of fibrosis, due to its direct role in promoting HSC, the major fibrogenic cell type^37^. In *Mdr2*^*-/-*^ mice, the upregulation of the RASSF tumor suppressor, also susceptible to epigenetic modification linked to miR-873-5p treatment, blocks the Ras/Raf/MEK/ERK pathway, related to tumor formation^38^.

Hepatic fibrosis is also related to methylation changes in BA metabolism and cholangiocyte proliferation^29^. BAs are highly cytotoxic, their synthesis, transport, and pool size are tightly regulated under physiological conditions. *FXR*, implicated in every step of BA homeostasis and susceptible to be regulated by methylation^29^, was upregulated under anti-miR-873-5p treatment. FXR has been shown to induce BSEP and MRP2 in hepatocytes^39^. Importantly, the inhibition of miR-873-5p counteracts the repression of BSEP and the basolateral drug transporters MRP3 and MRP4 in our cholestatic models. Thus, the stimulation of basolateral BA efflux may be an important protective response against the cholestatic liver injury detected in BDL and *Mdr2*^-*/*-^ that could also be regulated by DNA methylation of different genes. Regarding cholangiocyte proliferation, *SOX17* promoter was previously found to be hypermethylated and downregulated in cholangiocarcinoma^31^. In addition, downregulation of *SOX17* is implicated in cholangiocyte damage and fibrosis^40^. MiR-873-5p therapy is able to re-express *Sox17* in both cholestatic animal models potentially regulating cholangiocyte proliferation.

Finally, the activation of HSC to myofibroblast is a key process in liver fibrosis mediated by epigenetic mechanism^41^. We now provide evidence that SAMe flux recovery mediated by anti-miR-873-5p treatment and GNMT rescue reduced EZH2 levels. This histone methyltransferase is one of the major regulators for profibrogenic factors^42^. Moreover, other signatures of histone methylation are observed in the BDL model, including changes in the histone methyltransferase *Ash1*, correlating with methylation of the histone H3K4, which has been related with TGFβ induction of fibrosis^33^.Therefore, it is tempting to hypothesize that changes in global methylation seen after GNMT recovery could exert a negative feedback in the transdifferentiation and activation of HSC.

Our results show that miR-873-5p inhibition directly regulates in vivo BA metabolism, cholangiocyte proliferation and activation and hepatocyte cell death. Modulation of hepatocyte cell death by inhibiting miR-873-5p further reduces inflammatory responses and ameliorates the fibrotic phenotype in diverse liver injury mouse models, possibly associated with epigenetic changes (Fig. 7). Indeed, there is an emerging field in the screening of epi-drugs in the fibrosis disease.

Summing up, the significant inverse correlation between hepatic GNMT and miR-873-5p expression both in cirrhotic and cholestatic patients targeting the miR-873-5p/GNMT axis may provide a novel therapeutic approach to treat liver fibrosis.

## Materials and methods

### Human studies

All the studies were performed in agreement with the Declaration of Helsinki, and with local and national laws. The Human Ethics Committee of Valdecilla Hospital and of the University of Navarra approved the study procedures.

### Cirrhotic patients

#### Cohort 1

Sixteen liver samples from cirrhotic patients (grade F4) of diverse etiologies were included in this study. The characteristics of these patients are summarized in Suppl. Table I. Healthy liver samples (from individuals with normal or minimal changes in the liver) were collected at surgery of digestive tumors or from percutaneous liver biopsy performed because of mild alterations of liver function. All samples were obtained from the Biobank of the University of Navarra (Pamplona, Spain).

#### Cohort 2

Thirty-five serum samples from cirrhotic patients (grade F4) (45.7% women and 54.3% men, mean age 63.9 ± 13.4 years) were included in this study from patients recruited ate the Marqués de Valdecilla University Hospital (MVUH, Santander, Spain). Cirrhosis diagnosis was established by clinical or histological data. Etiology was varied: 43% hepatitis C, 31% alcoholic, 17% autoimmune hepatitis, 6% primary biliary cholangitis and 3% hepatitis B. Serum samples (*n* = 9; five women and four men, mean age 32.4 ± 6.4 years) from healthy volunteer subjects were used as controls and recruited through the Gastroenterology and Hepatology Department of MVUH, Santander, Spain.

### Cholestatic patients

#### Cohort 3

Forty-one serum samples from cholestatic patients (PBC = 36; PSC = 5) with different grade of fibrosis (early = 34; advanced = 7) were included in the study (90% women and 10% men, mean age 59.5 ± 12.2 years). PBC/PSC diagnosis was established in MVUH and based on clinical and biochemical data, immunological markers, imaging, liver histology, and exclusion of other possible causes of liver injury. Healthy human serum samples (*n* = 13) (92% women and 8% men, mean age 45.5 ± 10.5) from subjects with AMA in serum and without abnormal liver test were included and provided by the Gastroenterology and Hepatology Department MVUH, Santander, Spain. Characteristics of these patients are summarized in Suppl. Table II.

#### Cohort 4

Sixty-four liver samples from patients with cholestatic liver disease, PBC (*n* = 60) and PSC (*n* = 4) were included in this study (90% women and 10% men, mean age 51.64 ± 10.65 years). PBC/PSC diagnosis, established in Marqués de Valdecilla University Hospital (MVUH, Santander, Spain), was based on clinical and biochemical data, immunological markers, imaging, liver histology, and exclusion of other possible causes of liver injury. Patients were classified for early or advance fibrosis based on histological analysis and according to Ludwig classification stage (Grade I–IV). Characteristics of these patients are summarized in Suppl. Table III. Healthy human liver samples (*n* = 12; 42% women and 58% men, mean age 63.16 ± 13.01 years) from organ-transplant donor were used as controls and recruited through the Gastroenterology and Hepatology Department of MVUH, Santander, Spain.

### Animal studies

Three-month-old male (C57BL6), *Gnmt w*ild type (WT), *Gnmt*-knockout (*Gnmt*^-/-^) and *Mdr2*^*-/-*^ and *Mdr2*^*WT*^ mice were used^15,43^. Animal procedures were approved by CIC bioGUNE’s Animal Care and Use Committee and the competent authority (Diputación de Bizkaia, Spain).

### In vivo miR-873-5p inhibition after BDL

Three-month-old male *Gnmt* WT and *Gnmt*^-/-^ mice were injected in the tail vein with miRIDIAN microRNA Hairpin Inhibitor anti-miR-873-5p or miR-Control (60 µg/mouse) (Dharmacon, USA) at 3 days after BDL and repeated on day 5 using Invivofectamine 3.0, following the manufacturer’s instructions (Invitrogen, USA). Mice were sacrificed at day 7, blood withdrawn and livers removed and snap frozen in liquid nitrogen or fixed in formalin for subsequent analysis.

### In vivo miR-873-5p inhibition in Mdr2^-/-^ mice

Four-month-old male *Mdr2*^*-/-*^ mice were injected in the tail vein with miRIDIAN anti-miR-873-5p or miR-Control (60 µg/mouse) once a week during 4 weeks using Invivofectamine 3.0, following the manufacturer’s instructions (Invitrogen, USA). Animals were then sacrificed, blood withdrawn and livers were removed and snap frozen in liquid nitrogen or fixed in formalin.

### In vitro miR-873-5p inhibition

Mouse primary hepatocytes were isolated from male *Gnmt* WT mice via collagenase perfusion as described^44^. All adhered cells were maintained in MEM with 10% fetal bovine serum (FBS). NHC cholangiocytes and primary mouse hepatocytes were transfected with anti-miR-873-5p or a miR-Control using DharmaFECT transfection reagent (Dharmacon) following the manufacturer’s procedure.

### SAMe and SAH measurement

Hepatic SAMe and SAH were determined by Liquid-chromatography/mass spectrometry (LC/MS) using a Waters ACQUITY-UPLC system coupled to a Waters Micromass LCT Premier Mass Spectrometer equipped with a Lockspray ionization source as described previously^45^.

### Global DNA methylation measurement

Global DNA methylation (5mC) analyses were performed following the method previously described^46^.

### Bile acids (BA) measurement

Total bile acids in serum of *Mdr2*^*-/-*^ mice were measured using the Total Bile Acid Assay Kit (Cell Biolabs, Inc, USA) following the manufacturer’s instructions.

### Statistical analysis

Data are represented as mean ± SEM. mRNA/RNA data is normalized as fold change vs. control. Statistical significance was determined by the Student’s *t*-test when two groups were compared and when comparing three groups one-way analysis of variance (ANOVA) was used. A *p* < 0.05 was considered significant.

## Electronic supplementary material

Supplemental Material

# Supplementary material for: MiR-873-5p acts as an epigenetic regulator in early stages of liver fibrosis and cirrhosis
**Source:** Cell Death Dis. 2018 Sep 20;9(10):958. doi: 10.1038/s41419-018-1014-y
**Supplement:** Supplementary file 1 — Supplemental Material

***MiR-873-5p acts as an epigenetic regulator in early stages of liver fibrosis and cirrhosis***

David Fernández-Ramos1,2,*, Pablo Fernández-Tussy1,*, Fernando Lopitz-Otsoa1, Virginia Gutiérrez-de Juan1, Nicolás Navasa1, Lucía Barbier-Torres1, Imanol Zubiete-Franco1, Jorge Simón1, Agustín F. Fernández3,4, Ander Arbelaiz5, Ana M. Aransay1,2, José Luis Lavín1, Naiara Beraza1, María J. Perugorria2,5,6, Jesus M. Banales2,5,6, Erica Villa7, Mario F. Fraga8, Juan Anguita1,6, Matias A Avila2,9 Carmen Berasain 2,9, Paula Iruzibieta2,10, Javier Crespo2,10, Shelly C. Lu11, Marta Varela-Rey1,2, José M. Mato1,2, Teresa C. Delgado1,# and María L. Martínez-Chantar1,2,#

6 Ikerbasque, Basque Foundation for Science, Bilbao, Spain

*****These authors contributed equally to this work.

**Table of contents:**

- Supplemental Material and Methods.
- Supplemental Figures 1-7
- Supplemental Table I-V.

**Supplemental Material And Methods**

**Carbon tetrachloride**

CCl4 (Sigma-Aldrich, St. Louis, MO) was administered by intraperitoneal injection at a dose of 0.6 mL/kg once a week, during 6 weeks.

**Bile Duct Ligation**

Bile-duct ligation (BDL) surgery was performed in animals under isoflurane anesthesia, as described 1. Animals were monitored until 72-hours after surgery and given non-steroidal analgesic drugs each 24-hours.

**Ammonia measurement**

The ammonia in the liver of *Mdr2-/-*micewas measured by a morphological method for ammonia detection in the liver as published before 2.

**MicroRNA quantitative real-time PCR**

RT-PCR was performed for miR-873-5p following a TaqMan® MicroRNA Reverse Transcription Kit (Life Technologies, USA) procedure using 50 ng of total RNA. qPCR was performed with the TaqMan Universal PCR Master Mix No AmpErase UNG kit following manufacturer’s procedure. miR-873-5p expression levels were normalized to the U6 snRNA.

**Serum microRNA quantification.**

MicroRNAs were isolated from serum with the miRNeasy Serum/Plasma Kit (Qiagen, Germany) following manufacturer’s procedure, adding miR-39 as Spike-In Control. RT/q-PCR were performed as described. miR-873-5p levels were normalized to the Spike-In.

**Luciferase reporter assay**

*Gnmt* cDNA sequence was purchased from Source biosciences (cDNA clone MGC:13738 IMAGE:4210236). The 3’UTR sequence was sub-cloned into the pmirGLO vector (Promega, USA) to obtain the pmirGLO-*Gnmt*-3’UTR plasmid.

Primary hepatocytes were transfected with the pmirGLO or pmirGLO-*Gnmt*-3’UTR vectors together with miRIDIAN microRNA Hairpin Mimic miR-873-5p or scrambled siRNA using the DharmaFECT Duo Transfection Reagent (Dharmacon). Firefly/Renilla luciferase activities were determined in cell lysates with the Dual-GLO luciferase assay system (Promega). Normalized data were calculated as luciferase/Renilla ratio. Detailed vector sequence is indicated:

**IRAV23H07 *Mus musculus* glycine N-methyltransferase, mRNA (cDNA clone MGC:13738 IMAGE:4210236), complete cds**

t ccatgtgctc aagaagacag actgagtttc tccggctccc agaagcccat gctcaggcaa tggcccctac cctaagacca tcccctaatg cagatattgc atttgggtgc agatgtgggg gtcgggcaaa cggagtaaac aatacagtct gca

**Protein Isolation & Western Blotting**

Protein Isolation & Western Blotting Extraction of total protein from cultured cells and livers was performed as described 3. 2-30 µg of protein were electrophoresed on sodium dodecyl sulfatepolyacrylamide gels and transferred onto membranes. Further information provided upon request.

**RNA Isolation and Quantitative Real-Time PCR**

RNA was isolated with Trizol (Invitrogen), and its concentration and integrity were determined. PCRs were performed using iQ™ SYBR® Green Supermix (Biorad) and the Bio-Rad iCycler thermocycler (BioRad, Hercules, CA). The Ct values were extrapolated to a standard curve, and then normalized to the housekeeping expression (*ARP* and *GAPDH*). Further information provided upon request.

**RNAseq**

Starting from 700ng of total RNA, mRNAseq libraries were obtained with TruSeq RNA Sample Preparation v2 kit (Illumina Inc., Cat.# RS-122-2001) and sequenced in a HiScanSQ (Illumina Inc.). Resulting single-reads of 50nt were mapped against the mouse (*mm10*) reference genome by *Tophat*4 program to account for spliced junctions. 

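The reads mapped by TopHat were counted on Entrez genes, and the paper's text does not name the counting program or the annotation. The table of miR-Ctrl BDL against no BDL lists another set of genes than the other 2 tables. The 2 gene lists share 23019 genes, of which 22246 have identical counts in every mouse present in both lists and 773 differ in at least 1 mouse. All 13 mice were placed on 1 scale only for the genes with identical counts, which hold 91.5% to 93.4% of a mouse's counts. Of the 23785 identifiers, 23709 matched a symbol in the RefSeq annotation of GRCm38, and the other 76 were kept under their Entrez number. Acta2, Mat1a and Sox17 are among the genes whose counts differ between the lists.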

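Across 12984 genes, the log2 normalized counts of miR-Ctrl mouse 3 and anti-miR-873-5p mouse 2, absent from the table of the 2 BDL groups, had a Spearman rho of 0.964 with each other and between 0.928 and 0.940 with the other mice of their own groups. These correlations are across genes, which are not independent replicates. The sample labels give no sequencing date or lane, so batches could not be compared.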

Outliers, when present, were filtered after performing Hierarchical Clustering and Principal Component Analysis to check the correlation between samples from each group. 

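Both tests were tried on simulated counts with 200 genes changed by a log2 fold change of 2 and the dispersion of these mice. With 3 mice against 3, edgeR's quasi-likelihood test recovered 94.0% of the changed genes, and 4.08% of its calls were unchanged genes. DESeq2's Wald test recovered 95.5%, and 17.7% of its calls were unchanged genes. The simulated genes varied independently of each other. These shares therefore do not give the power for log2 fold changes smaller than 2 or for mice whose genes vary together. On the 6 BDL mice, the DESeq2 calls with the lowest adjusted p were Sult1e1, with a log2 fold change of -3.43, and Retsat, higher by 1.23 on the log2 scale, both with an adjusted p of 4.53e-07. These 2 genes were chosen after their values were seen. Of the 6 genes of Supp. Table V, Cyp4a32, Cyp4a10 and Cyp7a1 were among the calls, and none of the 13 genes of Supp. Table IV was. Keeping all genes with at least 1 count in the DESeq2 test, an alternative chosen after the data were examined, gave 31 genes. With all mice of both groups it gave 4, namely Scn8a, Cyp2e1, Tmc5 and Sbk1.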

Resulting *BAM* alignment files were the input for the Differential Expression (DE) analysis, carried out by *DESeq2*5, to detect differentially expressed genes among sample groups. GO enrichment was tested using the *goseq* 6 and GOdb 7 bioconductor package and *PantherDB*8 database. **ACCESSION NUMBER**: the NCBI Gene Expression Omnibus accession number for the RNA-seq data reported in this paper is **GSE77840**.

**Apoptosis Measurement**

Caspase 3 activity assay was performed as previously described 3.

**TUNEL assay**

TUNEL assay was performed in primary hepatocytes using the *in situ* cell death detection kit (Roche) according to the manufacturer’s instructions.

**Immunohistochemistry**

Paraffin embedded liver samples were sectioned, dewaxed and hydrated. Immunohistochemistry was performed as previously described 9.

**Supplemental Figures:**

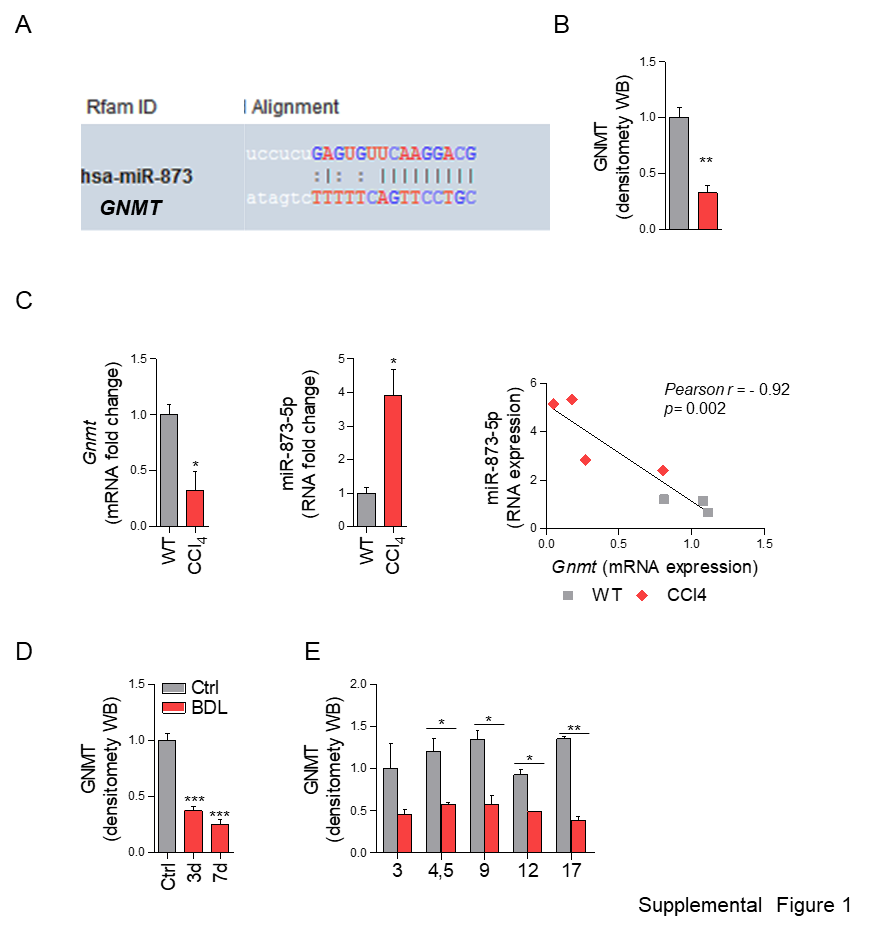

**Supplemental Figure 1**

(A) Expected targeting of *GNMT* mRNA by microRNA-873 obtained from TargetScan database. (B) Densitometry analysis of GNMT after mimic-miR-873-5p transfection. (N=3). (C) *GNMT*-miR-873-5p expression and correlation in control mice and after six weeks of CCl4 administration (N=4). (D) Densitometry analysis of GNMT in control and BDL mice at different time points. (E) Densitometry analysis of GNMT in *Mdr2WT* and *Mdr2-/-* mice at indicated age. Data normalized as fold change vs. control. Error bars represent the means ± SEM. Statistical significance was determined by the Student’s t test or ANOVA when more than 2 groups were compared. p<0.05 *; p<0.01 **; p<0.001 ***.

**
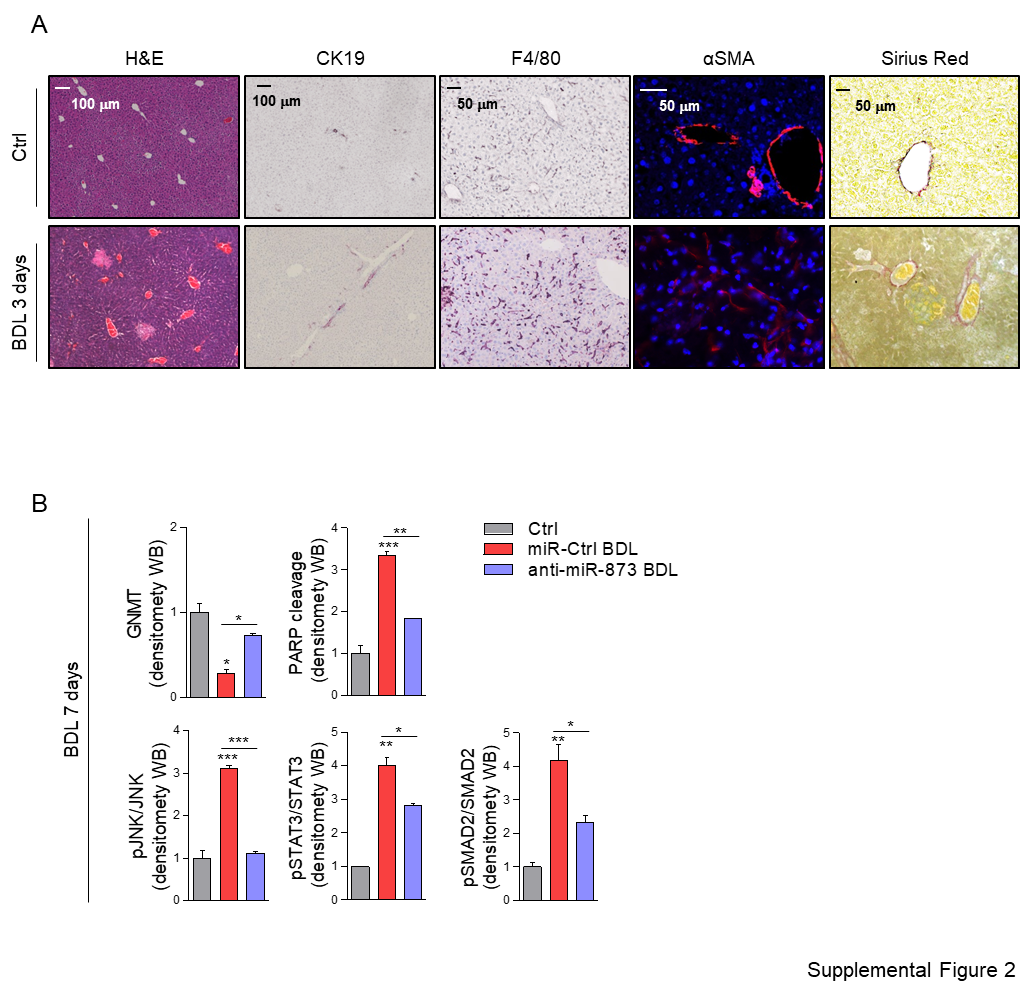
**

**Supplemental Figure 2. Anti-miR-873-5p reduces proinflammatory and profibrogenic gene expression in BDL.**

(A) Liver characterization of the Ctrl and BDL mouse at 3 days post-surgery by IHC analysis. (B) Densitometry analyses of WB of indicated protein vs. indicated loading control in total liver of BDL-Ctrl and anti-miR-873 BDL mice at 7 days (N=4). Data normalized as fold change vs. control. Error bars represent the means ± SEM. Statistical significance was determined by the Student’s t test or ANOVA when more than 2 groups were compared. p<0.05 *; p<0.01 **; p<0.001 ***.

**
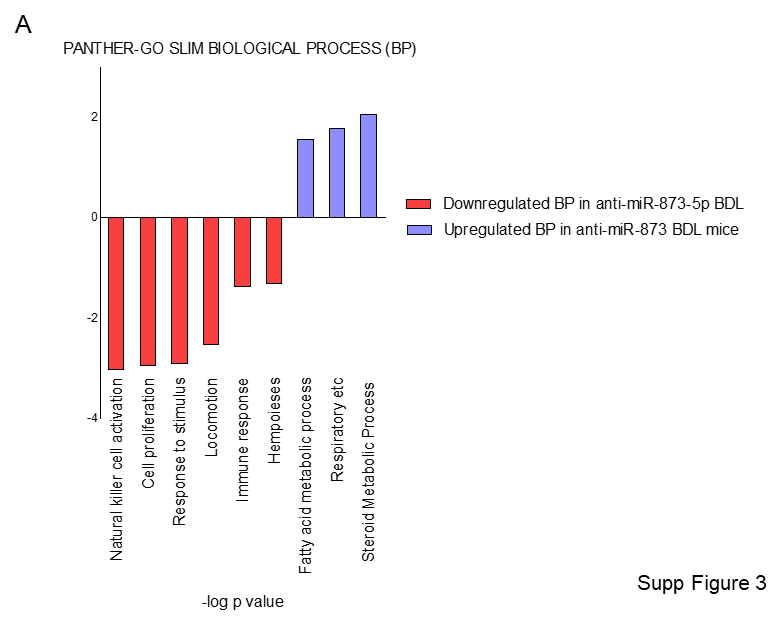
**

**Supplemental Figure 3. MiR-873-5p is implicated in the BDL-induced inflammatory and immune response.**

(A) Fold enrichment analysis of significantly overrepresented biological processes in miR-Ctrl vs. anti-miR-873-5p mice (red) and in anti-miR-873-5p vs. miR-Ctrl (blue) at 7 days of BDL (N=4).

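The enrichment in this panel rests on the comparison of anti-miR-873-5p BDL with miR-Ctrl BDL. The legend gives N = 4, and the deposited table of this comparison holds 3 mice of each group. Fold enrichment in such an analysis is the share of a gene list that belongs to a biological process, divided by the share of all background genes that does. Supp. Tables IV and V list genes of the main processes. The full gene lists that were tested, the threshold that made them and the background are not given in the paper's text. The GO and PANTHER terms were not used here.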

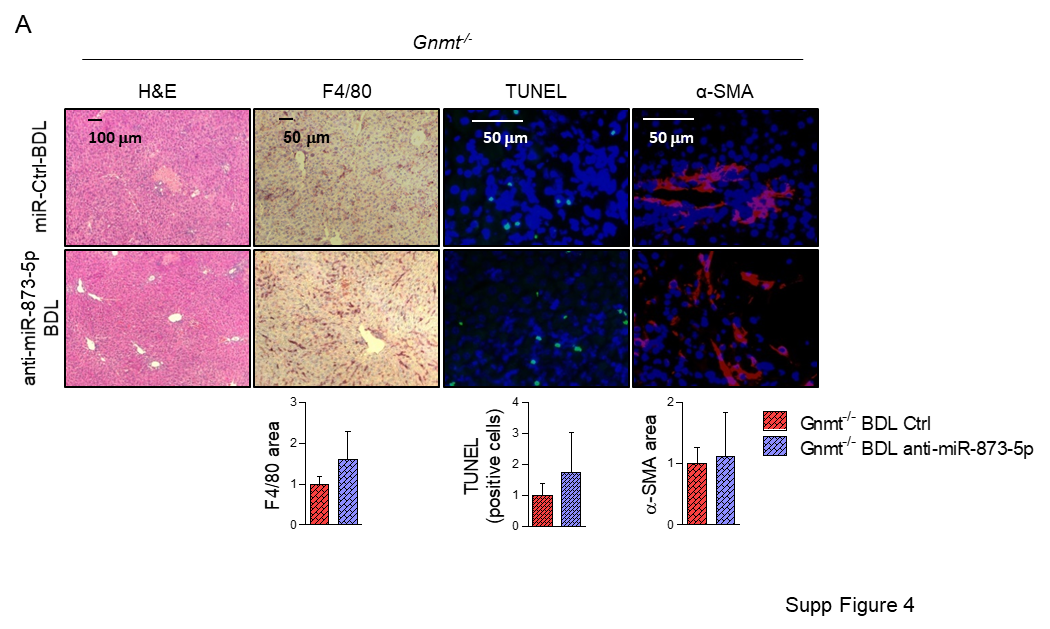

**Supplemental Figure 4. miR-873-5p inhibition in *Gnmt*-/- mice indicates the specificity of miR-873 targeting *Gnmt* in BDL.**

(A) H&E, F4/80, Tunel and SMA staining in liver sections from miR-Ctrl and miR-873-5p-inhibited-mice at 7 days of BDL in *Gnmt*-/- mouse. Data normalized as fold change vs. control (N=4). Error bars represent the means ± SEM.

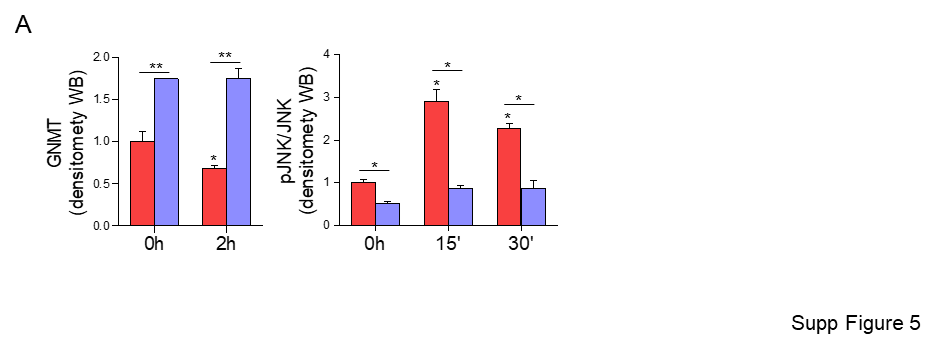

**Supplemental Figure 5. MiR-873-5p inhibition reduces bile acid induced apoptosis recovering GNMT levels in the hepatocytes.**

(A) Densitometry analyses of WB of indicated protein vs. indicated loading control in primary hepatocytes after 2h of DCA and anti-miR.873-5p treatment (N=3). Data normalized as fold change vs. control. Error bars represent the means ± SEM. Statistical significance was determined by the Student’s t test p<0.05 *; p<0.01 **.

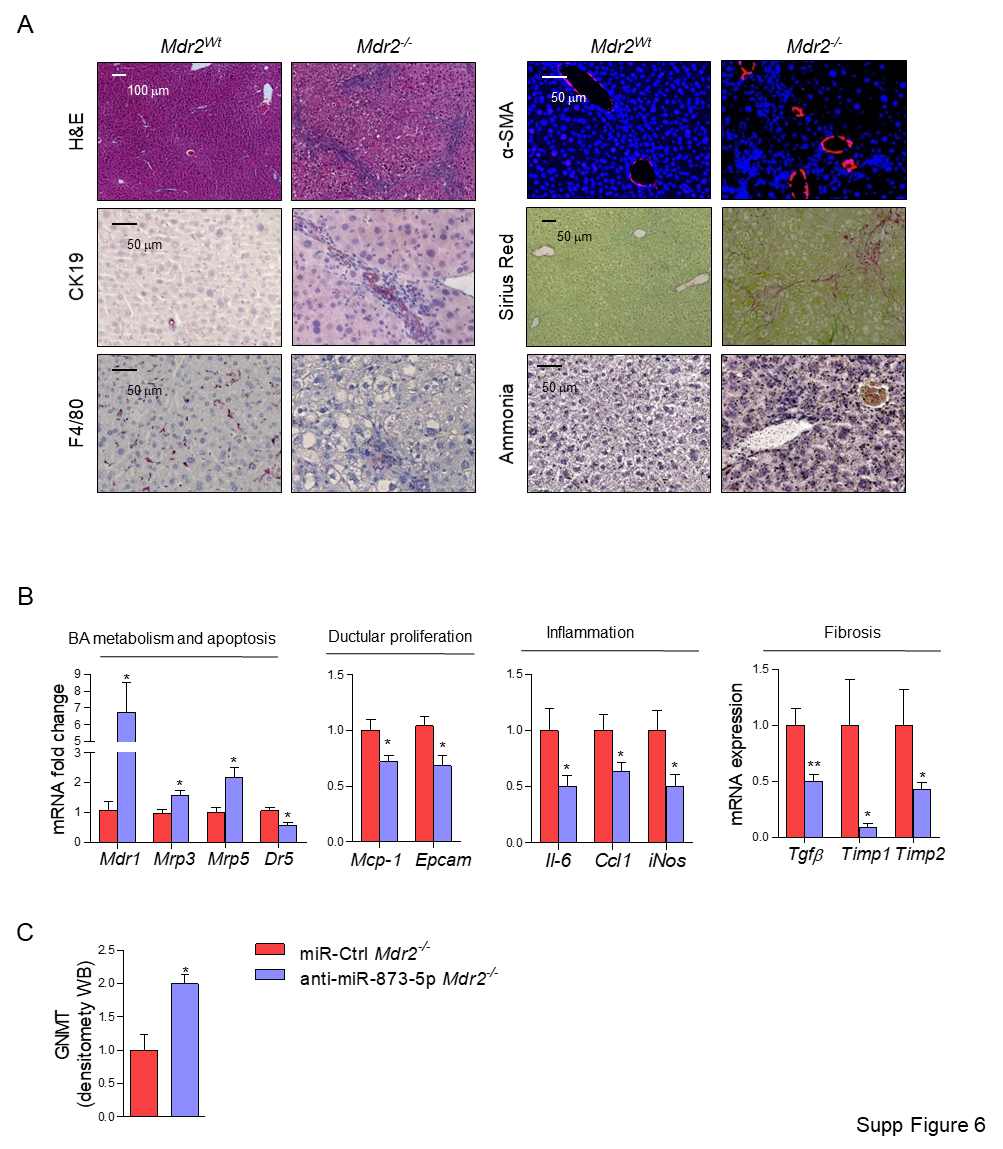

**Supplemental Figure 6. MiR-873-5p inhibition ameliorates bile acid-induced liver damage in the *Mdr2*-/- mouse.**

(A) Liver characterization of four months old *Mdr2-/-*mouse by IHC analysis. (B) qPCR analysis of indicated genes implicated in bile acid metabolism, inflammation and profibrogenic processes in total liver extracts of *Mdr2-/-* miR-Ctrl and anti-miR-873-5p mice. (C) Densitometry analyses of WB of indicated protein vs. indicated loading control. Data normalized as fold change vs. control. Error bars represent the means ± SEM (N=5). Statistical significance was determined by the Student’s t test p<0.05 *; p<0.01 **; p<0.001 ***.

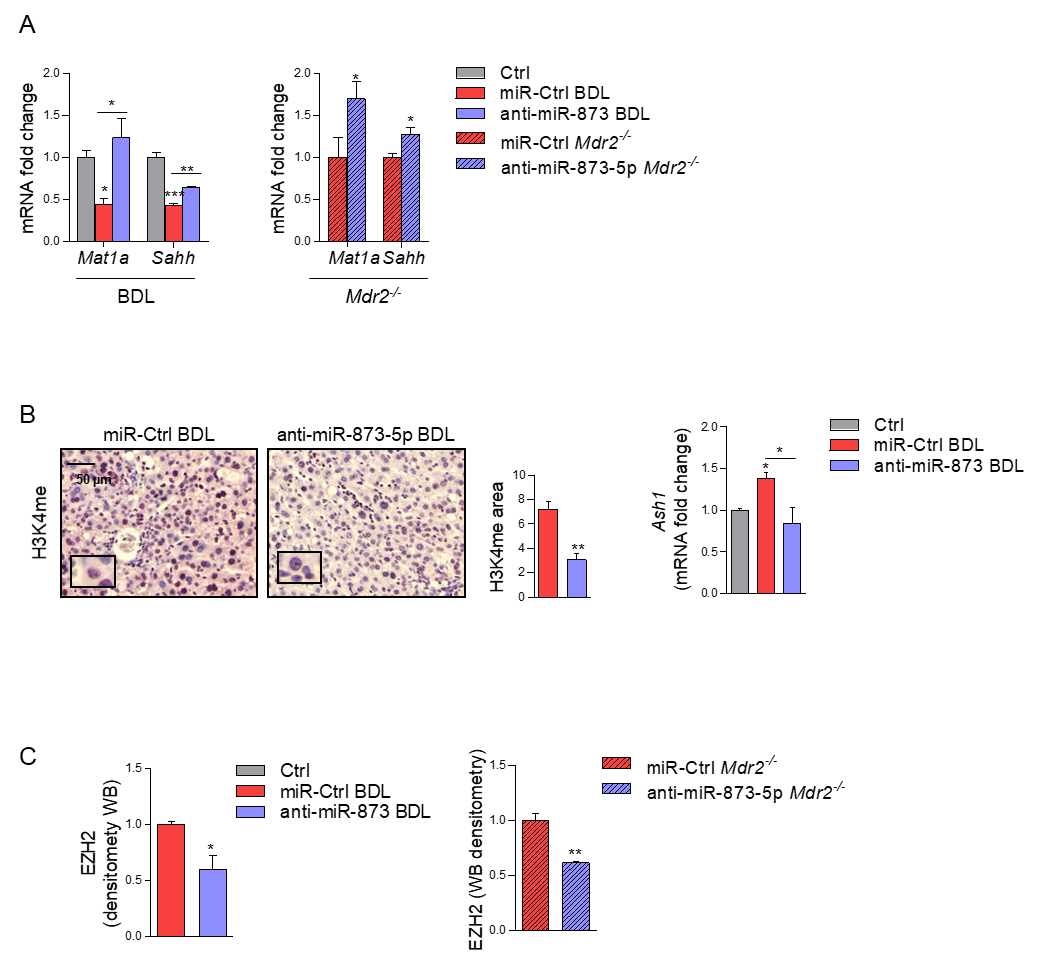

**Supplemental Figure 7. MiR-873-5p inhibition affects SAMe metabolism enzymes.**

(A) qPCR analysis of indicated genes implicated in SAMe metabolism in total liver extracts. (B) H3K4 staining in liver sections and qPCR analysis of the histone methyltransferase *Ash1* in miR-Ctrl and miR-873-5p-inhibited-mice at 7 days of BDL. (C) Densitometry analyses of WB of indicated protein vs. indicated loading control. Data normalized as fold change vs. control. Error bars represent the means ± SEM. Statistical significance was determined by the Student’s t test or ANOVA when more than 2 groups were compared. p<0.05 *; p<0.01 **; p<0.001 ***.

**Supplemental Table I. Characterization of liver cirrhotic patients**

| **VARIABLE** |  | **CIRRHOSIS** | **HEALTHY** |
| --- | --- | --- | --- |
| **N** |  | 16 | 10 |
| **Age (years, mean, min-max)** |  | 68 (60-75) | 61.7 54-78 |
| **Gender (F/M)** |  | 2 / 16 | 2 / 8 |
| **Etiology** |  |  |  |
|  | HBV  HCV | 3 (19%)  5 (31%) |  |
|  | Alcohol | 5 (31%) |  |
|  | Others | 3 (19%) |  |
| **Child Pugh Class** |  |  |  |
|  | A | 6 (37.5%) |  |
|  | B | 6 (37.5%) |  |
|  | C | 4 (25%) |  |
| **HCC** |  |  |  |
|  | YES | 7 (44%) |  |
|  | NO | 9 (56%) |  |

**Supplemental Table II. Characteristics of serum cholestatic patients.** Primary biliary cholangitis (PBC); primary sclerosing colangitis (PSC); alanine aminotransferase (AST); alkaline phosphatase (ALP); bilirubin (BI).

| **Variable** | **Early stage** | **Advanced stage/cirrhosis** | **Control subjects** |
| --- | --- | --- | --- |
| **n** | 34 | 7 | 13 |
| **Age (years)** | 60.5 ± 11.5 | 55. ± 15.3 | 45.5 ± 10.5 |
| **Gender (f/m)** | 33 / 1 | 4 / 3 * | 12 / 1 |
| **PBC/PSC** | 33 / 1 | 3 / 4 * | - |
| **AST (u/l)** | 33.3 ± 25 | 56.1 ± 27.7* | 18.4 ± 3.2 |
| **ALP (u/l)** | 131.4 ± 65. 8 | 256.2 ± 178.8 | 71 ± 21.5 |
| **Bi (mg/dl)** | 0.6 ± 0.3 | 1.5 ± 1.1 | 0.33 ± 0.1 |
| **Albumin (g/dl)** | 4.2 ± 0.2 | 3.9 ± 0.4 * | 4.4 ± 0.2 |
| **Fibroscan (transient elastography kPa)** | 5.8 ± 2.2 | 20.2 ± 15.2 * | 3.8 ± 0.6 |

**Supplemental Table III. Characterization of liver cholestatic patients**

| **VARIABLE** | **CHOLESTATIC PATIENTS** |
| --- | --- |
| N | 64 |
| Age (years, mean±SD) | 51.64 ± 10.65 |
| Gender (F/M) | 57 / 7 |
| Early stages, n (%) | 47 (73.44) |
| Grade I | 20 |
| Grade I-II | 12 |
| Grade II | 15 |
| Advanced stages, n (%) | 17 (26.56) |
| Grade II-III | 3 |
| Grade III | 3 |
| Grade IV | 11 |
| Cirrhosis, n (%) | 11 (17.19) |

**Supplemental Table IV. Downregulated genes found within the most important overrepresented processes in anti-miR-873-5p-BDL vs, miR-Ctrl-BDL mice**

| **LOCOMOTION** | **CELL PROLIFERATION** | **NATURAL KILLER CELLS** | **IMMUNE RESPONSE** |
| --- | --- | --- | --- |
| SERUM AMYLOID A-1 PROTEIN  (PTHR23424:SF5) | Protein Gm13277  Gm13290 ortholog | Protein Gm13277  Gm13290 ortholog | Protein Gm13277  Gm13290 ortholog |
| C-X-C motif chemokine 9  Cxcl9 ortholog | Protein Gm13277  Gm13290 ortholog | T-cell-interacting, activating receptor on myeloid cells protein 1  Tarm1 ortholog | Protein Gm13277  Gm13290 ortholog |
| Serum amyloid A-2 protein  Saa2 ortholog | Protein Gm13277  Gm13290 ortholog | Protein Gm13277  Gm13290 ortholog | T-cell-interacting, activating receptor on myeloid cells protein 1  Tarm1 ortholog |
| C-X-C motif chemokine 10  Cxcl10 ortholog | C-X-C motif chemokine 9  Cxcl9 ortholog | Secreted frizzled-related protein 2  Sfrp2 ortholog | Protein Gm13277  Gm13290 ortholog |
|  | Protein Gm13276  Gm13276 ortholog | Protein Gm13276  Gm13276 ortholog | Secreted frizzled-related protein 2  Sfrp2 ortholog |
|  | Protein Ifnz  Ifnz ortholog | Protein Ifnz  Ifnz ortholog | Protein Gm13276  Gm13276 ortholog |
|  | C-X-C motif chemokine 10  Cxcl10 ortholog | Protein Gm13277  Gm13290 ortholog | Protein Ifnz  Ifnz ortholog |
|  | Protein Gm13277  Gm13290 ortholog | Oxidized low-density lipoprotein receptor 1  Olr1ortholog | Protein Gm13277  Gm13290 ortholog |
|  | Protein Gm13277  Gm13290 ortholog | Protein Gm13277  Gm13290 ortholog | Guanylate-binding protein 5  Gbp5 ortholog |
|  | Protein Gm13277  Gm13290 ortholog | Protein Gm13277  Gm13290 ortholog | Oxidized low-density lipoprotein receptor 1  Olr1 ortholog |
|  |  |  | C-C motif chemokine 7  Ccl7 ortholog |
|  |  |  | Protein Gm13277  Gm13290 ortholog |
|  |  |  | Protein Gm13277  Gm13290 ortholog |

**Supplemental Table V. Upregulated genes found within the most important overrepresented processes in anti-miR-873-5p-BDL vs. miR-Ctrl-BDL** mice.

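Under the respiratory electron transport chain the table lists only cytochromes P450, and none of the subunits of the respiratory chain complexes. The 4 Cyp4a genes lie on chromosome 4 between 115486200 and 115622507, and reads of 50 nt cannot always be assigned to 1 of them. Of the 50-base windows of their transcripts, 43.8% of those of Cyp4a32, 29.8% of those of Cyp4a10 and 20.6% of those of Cyp4a31 also occur in another gene, against 0.24% for Cyp4a14. For Acss3 the share is 33.4%, all with the gene Ppfia2. Acss3 was covered by 30 to 43 reads per mouse in anti-miR-873-5p BDL and 13 to 16 in miR-Ctrl BDL.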

| **STEROID METABOLIC PROCESS** | **RESPIRATORY ELECTRON TRANSPORT CHAIN** | **FATTY ACID METABOLIC PROCESS** | **GENERATION OF PRECURSOR METABOLITES AND ENERGY** |
| --- | --- | --- | --- |
| MCG141487 Cyp4a32 ortholog | MCG141487 Cyp4a32 ortholog | MCG141487 Cyp4a32 ortholog | MCG141487 Cyp4a32 ortholog |
| Cholesterol 7-alpha-monooxygenase Cyp7a1 ortholog | Cholesterol 7-alpha-monooxygenase Cyp7a1 ortholog | Acyl-CoA synthetase short-chain family member 3, mitochondrial Acss3 ortholog | Cholesterol 7-alpha-monooxygenase Cyp7a1 ortholog |
| Cytochrome P450 4A14 Cyp4a14 ortholog | Cytochrome P450 4A14 Cyp4a14 ortholog | Cytochrome P450 4A14 Cyp4a14 ortholog | Cytochrome P450 4A14 Cyp4a14 ortholog |
| Cytochrome P450 4A10 Cyp4a10 ortholog | Cytochrome P450 4A10 Cyp4a10 ortholog | Cytochrome P450 4A10 Cyp4a10 ortholog | Cytochrome P450 4A10 Cyp4a10 ortholog |
| Protein Cyp4a31 Cyp4a31 ortholog | Protein Cyp4a31 Cyp4a31 ortholog | Protein Cyp4a31 Cyp4a31 ortholog | Protein Cyp4a31 Cyp4a31 ortholog |

**References**

1. Zubiete-Franco, I. *et al.* Deregulated neddylation in liver fibrosis. *Hepatol. Baltim. Md* **65,** 694–709 (2017).

2. Gutiérrez-de-Juan, V. *et al.* A morphological method for ammonia detection in liver. *PloS One* **12,** e0173914 (2017).

3. Embade, N. *et al.* Murine double minute 2 regulates Hu antigen R stability in human liver and colon cancer through NEDDylation. *Hepatol. Baltim. Md* **55,** 1237–1248 (2012).

4. Trapnell, C., Pachter, L. & Salzberg, S. L. TopHat: discovering splice junctions with RNA-Seq. *Bioinforma. Oxf. Engl.* **25,** 1105–1111 (2009).

5. Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15,** 550 (2014).

6. Young, M. D., Wakefield, M. J., Smyth, G. K. & Oshlack, A. Gene ontology analysis for RNA-seq: accounting for selection bias. *Genome Biol.* **11,** R14 (2010).

7. GO.db. *Bioconductor* Available at: http://bioconductor.org/packages/GO.db/. (Accessed: 28th April 2017)

8. Thomas, P. D. *et al.* PANTHER: a library of protein families and subfamilies indexed by function. *Genome Res.* **13,** 2129–2141 (2003).

9. Barbier-Torres, L. *et al.* Stabilization of LKB1 and Akt by neddylation regulates energy metabolism in liver cancer. *Oncotarget* **6,** 2509–2523 (2015).

How the deposited data were processed for this re-analysis (not part of the article)

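Liver RNA of 13 mice was measured by sequencing, 5 without BDL, 4 with BDL and miR-Ctrl and 4 with BDL and anti-miR-873-5p. The authors made the libraries with the TruSeq RNA v2 kit, sequenced single reads of 50 nt on a HiScanSQ, mapped them to mm10 with TopHat and deposited counts of reads per Entrez gene, without normalization, in 1 table per comparison. The program that made the counts and its annotation are not named in the paper's text. All columns of values in the 3 tables were used, and 0 columns were left out. The values were checked to be whole numbers.

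Each mouse was assigned to its group by its column label. The labels number the mice within each group, and the paper describes no pairing, so the numbers were not used as pairs, and 1 alternative took them as blocks. Between the BDL groups, the blocks take miR-Ctrl mouse 2 and anti-miR-873-5p mouse 3 out of the comparison, since neither has a counterpart of its number. Comparisons used the mice of the deposited table of that comparison, which for both BDL groups is 3 mice per group. Coordinates are those of the RefSeq annotation of GRCm38, and shared sequence was counted as the percent of 50-base windows of a gene's GENCODE M21 transcripts that also occur in a transcript of another gene.

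Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr with its default settings, libraries were scaled by TMM, and groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p of 0.05. Standard errors are the absolute log2 fold change divided by the square root of the test's F statistic. Normalized counts were computed with edgeR's cpm function from the scaled libraries of each table. Gene sets were tested with limma's camera, with an inter-gene correlation of 0.01, and adjusted over 8 sets. A fold against a group in which no mouse had more than 3 counts was computed against 3 counts and is a lower bound. Exact permutation tests were two-sided.

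The depth was 12185333 to 19689037 counts per mouse. On simulated counts with 200 genes changed by a log2 fold change of 2, the edgeR test recovered 94.0% of them with 3 mice against 3, 92.0% with 4 against 5 and 85.0% with 4 against 4. Of its calls, 4.08%, 4.66% and 3.95% were on unchanged genes. DESeq2 recovered 95.5%, 95.5% and 93.0%, with 17.7%, 16.2% and 21.2% of its calls on unchanged genes. The counts were simulated as negative binomial with dispersions estimated by edgeR, independently for each gene. Smaller changes, and genes that vary together between mice, were not simulated.

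The comparisons, their tests, the 8 gene sets, the rule for named genes and the alternatives listed here were chosen before the data were examined. Chosen afterwards were 2 alternatives that kept all genes with at least 1 count in DESeq2, with or without all mice, the gene sets without the genes of Supp. Tables IV and V, in camera and in fry, the tests of 5 further gene sets with adjustment over 13, the counts of other splits of the mice, the tests of a mixed sample and 2 limits, that of low counts in Dixon's test and that of how near to 0 the median of all genes had to come. The genes named are those the paper measured in BDL livers, those of Supp. Tables IV and V, and in each comparison the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those past the threshold whose groups do not overlap. Abcc3 and Abcc4 were listed with the first of these, though the paper's text describes no measurement of them in BDL livers. Other genes named are said to be chosen after their values were seen. The alternatives were scaling by library size alone, DESeq2's size factors in edgeR, DESeq2's Wald test, all genes with at least 1 count, genes with a mean of at least 10 counts, all 3 groups in 1 fit, mouse number as a block, all mice mapped to both BDL groups, an adjusted p of 0.1, the fry test for gene sets, and leaving out each mouse in turn. Combining all 13 mice used the 22246 genes with identical counts in the tables, and the counts of Acta2, Mat1a and Sox17 differed between tables and were left out there. In groups of 4 or 5 mice, Dixon's test was used to find single mice far from the others. Groups in which no mouse had more than 3 counts were left out of it, a limit set after a value resting on 1 read was seen. GO and PANTHER terms were not used here.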

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

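Tests of a mixed sample were chosen only after the result was seen. Normalized counts of the named genes were screened in each group of 4 or 5 mice for 1 mouse whose gap to the nearest other mouse exceeded Dixon's critical value. This picked out 22 of 115 groups of values, where chance gives about 5.8. Groups in which no mouse had more than 3 counts were not tested, a limit set after an Olr1 value that rested on 1 read was seen. Most of the 22 values belong to no BDL mouse 5 or to the 2 mice absent from the table of both BDL groups.

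Among the mice without BDL, mouse 5 stood apart as the highest for 5 genes. Saa1 was 5622 in this mouse against 39.0 to 81.0 in the other 4, and Saa2 was 5967 against 19.1 to 37.4. Cxcl9 was 40.1 against 5.06 to 9.20, Adgre1 23.3 against 4.29 to 8.85 and Ccl2 1.51 against 0.203 to 0.562. A mixture with RNA or reads of a BDL mouse would raise all genes of BDL livers to the same percent of their BDL level. Over 7 genes that are almost absent from the other mice without BDL this percent ran from -1.33 to 715.9 with a median of 12.2, against 553 for Saa1, so a mixture was not borne out. An acute-phase response of that mouse would raise other acute-phase genes as well, and 100% of 20 others were highest in mouse 5, where chance gives 20%. An acute-phase response remains a candidate explanation. The design gives no condition that would have caused it, and the mouse was kept.

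Further values came from other mice. Acta2 was 6.82 in no BDL mouse 1 against 1.83 to 2.88 in the other 4, and Cyp7a1 was 72.0 in no BDL mouse 4 against 47.4 to 54.3. Gbp5 was 18.7 in miR-Ctrl mouse 4 against 1.44 to 2.85 in the other miR-Ctrl BDL mice, and Mmp9 was 4.56 in anti-miR-873-5p mouse 4 against 1.45 to 1.77. No explanation, technical or biological, was tested for these 4 values.

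In miR-Ctrl mouse 3, Mat1a was 6366 against 511 to 1323 in the other 3 mice of its group, Cyp4a32 78.8 against 2.15 to 4.32, Cyp4a10 206 against 2.50 to 5.79 and Cyp4a31 91.2 against 3.098 to 5.14. Its Cyp7a1 was 0.410 against 38.0 to 42.1. In anti-miR-873-5p mouse 2, Mat1a was 10594 against 1343 to 1703, Ahcy 3026 against 586 to 663, Cyp4a32 111 against 9.93 to 23.2, Cyp4a10 367 against 11.1 to 61.8 and Cyp4a31 135 against 5.79 to 20.1. Its Pias3 was the lowest, 6.56 against 8.20 to 8.52. These 2 mice are in the tables against no BDL and not in the table of both BDL groups. Their Cyp4a14 was 748 in miR-Ctrl mouse 3 and 2389 in anti-miR-873-5p mouse 2, where the other mice of their groups had 1.299 to 4.03 and 1.87 to 93.9 and the mice without BDL at most 51.5.

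The same 2 mice were closer to each other than to their groups. A difference in depth was tested by thinning the 8 BDL mice to 11154100 counts each. The Spearman rho across genes, which are not independent replicates, was then 0.963 for the pair and 0.925 to 0.937 with their own groups, so depth did not account for it. Higher PPARα target genes in both mice were tested on 28 genes of fatty acid metabolism outside the Cyp4a family, and for 71.4% of them these mice were the 2 highest of the 8, where chance gives 3.57%. These genes are not independent of each other, so 3.57% is not a fair chance share. The 2 mice also shared low Cyp7a1, a gene of bile acid synthesis, at 0.410 and 0.505 normalized counts. A shared state of fatty acid metabolism, such as feeding, remains a candidate for part of what sets these 2 mice apart. The design holds no record of feeding or of a batch, and a batch could not be tested.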

How the results depend on the processing

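Alternatives that added all genes with at least 1 count to DESeq2, or took the genes of Supp. Tables IV and V out of the gene sets, were chosen after seeing the data. Between anti-miR-873-5p BDL and miR-Ctrl BDL, edgeR with TMM gave 0 genes past the threshold, with 863 at an unadjusted p under 0.05. The count stayed at 0 with library-size scaling, DESeq2's size factors, each filter, all 3 groups in 1 fit, mouse number as a block, all mice and an adjusted p of 0.1. DESeq2's Wald test gave 30 genes, 31 with all genes with at least 1 count, and 4 with all mice and all genes as well, which were Scn8a, Cyp2e1, Tmc5 and Sbk1, named after their values were seen. Across the 6 fits that each left out 1 mouse the count ran from 0 to 1, and the 1 gene was Cyp7a1. Of the genes the paper measured, the number past the threshold over that list ran from 0 to 2, which were Epcam and Abcg5. The median of the Supp. Table IV genes ran from -1.83 to -0.70. On simulated counts with 3 mice per group, 17.7% of DESeq2's calls and 4.08% of edgeR's were on unchanged genes. Whether this is why the 2 tools differ was not tested.

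Against no BDL, library-size scaling gave 9635 genes in miR-Ctrl BDL and 10194 in anti-miR-873-5p BDL, in place of 4666 and 2823. It moved the median log2 fold change of all genes to 0.79 and 0.82, from -0.011 and -0.0070 with TMM, so the reversals and changed calls below under this scaling go with that shift. Relative to the median of all genes, each tested gene that the paper measured kept its sign under it. The other alternatives, apart from leaving out a mouse in turn, left both counts within 1.5 times. Across the 9 fits that each left out 1 mouse, the counts ran from 3775 to 5710 and from 1261 to 4317. Using all mice mapped to both groups cannot change these 2 comparisons and gave no value.

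The PPARα target set kept its direction under each alternative tried, with adjusted p from 2.71e-21 to 0.205. It fell short of the threshold in fry without the 4 Cyp4a genes of Supp. Table V, at 0.31 (adjusted p = 0.205), and in fry with adjustment over 13 sets (0.0697). So did, in fry, interferon genes without Cxcl9, Cxcl10 and Gbp5 (-0.79), acute-phase genes without Saa1 and Saa2 (-0.20) and bile acid synthesis genes without Cyp7a1 (0.24). In camera these 4 sets stayed past the threshold without the listed genes, with adjusted p up to 0.0150. With fry, which gave the same medians, cell cycle genes (-0.69) and interferon genes (-0.82) had an adjusted p of 0.558, as had bile acid synthesis genes (0.26), and acute-phase genes (-0.33) and cholesterol synthesis genes (-0.083) one of 0.786. Over the alternatives other than leaving out a mouse, adjusted p ran from 5.06e-38 to 0.558 for the cell cycle set, 5.53e-77 to 0.637 for the interferon set, 3.36e-05 to 0.637 for the bile acid set and 1.01e-10 to 0.786 for the acute-phase set. With all 3 groups in 1 fit, acute-phase genes were at -0.33 (adjusted p = 0.196). With all mice, respiratory chain genes were at 0.12 (adjusted p = 0.00901, with 0.00901 to 0.803 over its alternatives other than leaving out a mouse), and cholesterol synthesis genes turned to 0.073 (adjusted p = 0.346). With DESeq2 the latter were at -0.082 (adjusted p = 0.443, with 8.86e-05 to 0.786 over those of this set). With mouse number as a block, natural killer cell genes were at -0.77 (adjusted p = 0.0107, with 0.0107 to 0.975 over those of this set). Leaving out 1 mouse at a time, the medians ran from -0.099 to 0.13 for the respiratory chain, from -0.72 to 0.27 for natural killer cells, from -0.47 to -0.069 for the acute phase, from -0.025 to 0.38 for bile acid synthesis and from -0.91 to 0.39 for cholesterol synthesis. In these 6 fits adjusted p ran from 1.11e-47 to 1.04e-05 for the cell cycle set, 1.52e-49 to 0.000205 for the interferon set, 4.65e-08 to 0.468 for the bile acid set, 1.33e-10 to 0.268 for the cholesterol set and 5.91e-11 to 0.805 for the acute-phase set, which fell short of the threshold in 3. The respiratory chain set passed the threshold in 4 of them (0.000524 to 0.412), 3 with a positive and 1 with a negative median, and the natural killer cell set in 1 (0.0134 to 0.477). The cause was not tested.

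The share of BDL genes moved toward no BDL was 46.0% with library-size scaling and ran from 46.1% to 77.2% across the fits that left out 1 mouse.

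For the 37 named genes tested between the BDL groups, 317 of 330 values under the alternatives kept their direction and their side of the threshold, 6 passed the threshold and 7 reversed. The reversals were Krt19 (-0.039), Mmp9 (0.29), Tgfb1 (0.0041) and Dnmt3a (0.096) with mouse number as a block and Abcg5 (0.16), Nr0b2 (0.41) and Ash1l (-0.12) with all mice. The block takes miR-Ctrl mouse 2 and anti-miR-873-5p mouse 3 out of the comparison. With all mice, genes of inflammation were further from 0, at Nos2 (-2.14), Saa1 (-2.19), Saa2 (-2.55) and Tnf (-1.33), and Cyp4a genes nearer to it, at Cyp4a14 (1.73), Cyp4a10 (1.05), Cyp4a32 (0.80) and Cyp4a31 (0.73), with no adjusted p under 0.980. Of 222 values with 1 mouse left out, 24 reversed and 1 passed the threshold. The log2 fold change ran from -0.38 to 0.42 for Gnmt, from -0.68 to 0.021 for Adgre1, from -1.74 to 0.66 for Nos2, from -0.57 to 0.0092 for Tnf, from -0.10 to 0.32 for Acta2, from -0.77 to 0.15 for Mmp9, from -0.42 to 0.059 for Tgfb1 and from -0.20 to 0.030 for Dnmt3a. It ran from -0.17 to 0.0034 for Pias1, from -0.073 to 0.31 for Pias3, from -0.0092 to 0.31 for Sox17, from -0.27 to 0.052 for Abcb11, from -0.93 to 0.10 for Abcg5, from -0.58 to 0.0068 for Nr0b2, from -0.027 to 0.15 for Ash1l and from -2.05 to 0.041 for Gbp5. The cause was not tested.

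In miR-Ctrl BDL against no BDL, 8 of 276 values reversed, 7 no longer passed the threshold (Ahcy, Abcg5, Nr1h4, Ezh2 and Abcc4) and 7 newly passed it (Saa1, Dnmt3a, Ash1l and Abcc3). The reversals were Pias1 (0.79), Pias3 (0.70), Sox17 (0.24), Abcb11 (0.31) and Nr0b2 (0.13) with library-size scaling, Dnmt3a (-0.022) and Mat1a (-0.64) with mouse number as a block and Pias1 (0.0021) with DESeq2. The block takes no BDL mouse 5, which has no counterpart of its number, out of the comparisons with no BDL. With 1 mouse left out, 7 of 315 values reversed, 16 fell short of the threshold (7 for Acta2, 7 for Ahcy and 2 for Abcc4) and 4 newly passed it (Saa1, Nr0b2 and Abcc3). The log2 fold change ran from -0.11 to 0.24 for Dnmt3a, from -1.17 to 0.45 for Mat1a, from -0.063 to 0.022 for Pias1, from -0.39 to 0.059 for Pias3 and from -0.087 to 0.17 for Ash1l. Mat1a reversed without miR-Ctrl mouse 3, the mouse with the highest value, and its fall then passed the threshold (adjusted p = 0.0107). The cause of the others was not tested.

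In anti-miR-873-5p BDL against no BDL, 9 of 260 values reversed and 14 newly passed the threshold (Adgre1, Acta2, Tgfb1, Dnmt3a, Mat1a, Pias3, Ezh2, Abcc3 and Abcc4). The reversals were Ahcy (0.35), Pias1 (0.79), Sox17 (0.45), Abcb11 (0.14), Nr1h4 (0.36), Nr0b2 (0.49) and Ash1l (0.80) with library-size scaling and Saa1 (2.94) and Dnmt3a (-0.013) with mouse number as a block. With 1 mouse left out, 7 of 297 values reversed, 7 fell short of the threshold (6 for Mmp9 and 1 for Epcam) and 8 newly passed it (Gnmt, Adgre1, Acta2, Tgfb1, Ahcy and Ezh2). Without anti-miR-873-5p mouse 2, Gnmt was at -1.32 (adjusted p = 0.0196) and Ahcy at -1.35 (adjusted p = 0.00313). Their values in miR-Ctrl BDL were -1.49 and -1.12 with miR-Ctrl mouse 3 kept. With 1 mouse left out, Ahcy in miR-Ctrl BDL reached -1.62 and Gnmt -1.57. The log2 fold change ran from -1.63 to 3.16 for Saa1, from -0.056 to 0.15 for Dnmt3a, from -0.49 to 1.09 for Mat1a, from -0.12 to 0.00010 for Pias1 and from -0.068 to 0.017 for Ash1l. Saa1 reversed without no BDL mouse 5, which the block also takes out, so these are not 2 separate results, and Mat1a without anti-miR-873-5p mouse 2, the mice with the highest values. The cause of the others was not tested.

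Depth limited Il6 and 6 genes of Supp. Table IV, which had at most 10 counts in each mouse of the BDL groups compared and were below the filter. With all genes with at least 1 count, edgeR gave -0.27 for Il6 (adjusted p = 0.971) and -3.35 for Tarm1 (adjusted p = 0.839), and none of the 7 genes passed the threshold. Nos2 in anti-miR-873-5p BDL and Olr1 had as few as 3 and 4 counts in a mouse.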

Differences from the paper's values

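Folds are means relative to no BDL, and 16 alternatives set before the data were examined were tried for each. A value was taken to differ when it was more than 1.5 times apart and further away than the spread between mice. The paper's Ccl2 (Mcp-1) in miR-Ctrl BDL is about 1.7 in Fig. 3g, read by eye, and the RNA-seq value was 26.1. None of the alternatives closed the gap, with values from 20.9 to 46.4. In anti-miR-873-5p BDL the paper's value is about 0.85 in Fig. 3g, read by eye, against 17.7. Only the fit without anti-miR-873-5p mouse 3, with 12.0, came within the spread between mice, and the others did not.

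For Tgfb1 in miR-Ctrl BDL the paper's value is about 4 in Fig. 3g, read by eye, against 2.31. Library-size scaling gave 4.05 and the fit without no BDL mouse 5 gave 2.72, which closed the gap, and the other alternatives did not. The same scaling raises most genes, and it took Tgfb1 in anti-miR-873-5p BDL from 1.87 to 3.39, away from the paper's value of about 1.3 in Fig. 3g, read by eye.

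The paper's Saa1 in miR-Ctrl BDL is about 340 in Fig. 3g, read by eye, against 1.86, and in anti-miR-873-5p BDL about 75 in Fig. 3g, read by eye, against 0.412. No alternative closed either gap. The nearest were the fits without no BDL mouse 5, with 40.3 and 8.92.

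For Pias1 the paper's value in miR-Ctrl BDL is about 0.58 in Fig. 6c, read by eye, against 0.984, and none of the alternatives closed the gap. In anti-miR-873-5p BDL it is about 2.2 in Fig. 6c, read by eye, against 0.967, and only library-size scaling, with 1.73, came within 1.5 times. For Abcb11 (Bsep) in anti-miR-873-5p BDL the paper's value is about 1.1 in Fig. 6e, read by eye, against 0.607. Library-size scaling, with 1.10, closed the gap, and the others did not. For both genes this is the shift that the scaling gives most genes. In miR-Ctrl BDL it took Pias1 to 1.73 and Abcb11 to 1.24, away from the paper's values of about 0.58 in Fig. 6c and about 0.55 in Fig. 6e, read by eye.

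In the direct comparison of the BDL groups, some directions differed from those the paper states. The paper reports lower cytokeratin 19, Epcam and alpha smooth muscle actin with anti-miR-873-5p, and the log2 fold change was 0.35 for Krt19, 0.73 for Epcam and 0.14 for Acta2. Cytokeratin 19 and alpha smooth muscle actin were stained as protein in liver sections, while the values here are RNA of whole liver. Krt19 was -0.039 with mouse number as a block and Acta2 -0.10 without anti-miR-873-5p mouse 4, and no setting gave a lower Epcam. The paper reports lower Ash1, and the value was 0.040 for Ash1l, -0.12 with all mice and -0.027 without miR-Ctrl mouse 1. The paper reports higher Pias1, Bsep, Abcg5 and Shp. The values were -0.073 for Pias1, -0.16 for Abcb11, -0.23 for Abcg5 and -0.21 for Nr0b2. Pias1 was 0.0034 and Nr0b2 0.0068 without anti-miR-873-5p mouse 1, Abcb11 0.052 and Abcg5 0.10 without anti-miR-873-5p mouse 4, and with all mice Abcg5 was 0.16 and Nr0b2 0.41. Without anti-miR-873-5p mouse 1, Epcam (0.99) and Abcg5 (-0.93) passed the threshold over the genes the paper measured, with an adjusted p of 0.0431 for both, in the directions opposite to the paper's. Over all genes their adjusted p was 0.337 and 0.292. The paper's discussion also states that repression of MRP3 and MRP4, encoded by Abcc3 and Abcc4, was counteracted in its cholestatic models. Its text describes higher Mrp3 in Mdr2-/- livers and no measurement of Mrp3 or Mrp4 in BDL livers, so the values below have no BDL counterpart there. Between the BDL groups Abcc3 changed by -0.23 and Abcc4 by -0.43, negative in each setting and not past the threshold. Against no BDL both were higher in miR-Ctrl BDL, by 0.60 (adjusted p = 0.0541) and 0.88 (adjusted p = 0.0246).

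The paper reports Gnmt, Mat1a, Sahh, Pias3, Sox17 and Fxr as higher and Mcp-1, F4/80, iNos, Saa1, Tnf, Mmp9, Tgfb and Dnmt3a as lower with anti-miR-873-5p. Their log2 fold changes had these signs, and none passed the threshold in edgeR, with the lowest unadjusted p, 0.0195, for Nr1h4 (Fxr). For F4/80 the paper shows stained protein, while the value here is RNA.

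The paper lists the genes of Supp. Tables IV and V among significantly overrepresented processes. edgeR called 0 genes between the BDL groups, with 863 at an unadjusted p under 0.05. DESeq2's Wald test called 30, among them Cyp4a32 (adjusted p = 0.000762), Cyp4a10 (adjusted p = 0.00653) and Cyp7a1 (adjusted p = 0.0133). Over the alternatives other than leaving out a mouse, adjusted p ran from 0.000647 to 0.982 for Cyp4a32, from 0.00499 to 0.980 for Cyp4a10 and from 0.0130 to 0.980 for Cyp7a1. DESeq2 with all genes with at least 1 count, chosen after seeing the values, called the same 3. edgeR without anti-miR-873-5p mouse 3 called Cyp7a1, with a log2 fold change of 2.10 (adjusted p = 0.0404). No setting called the other 3 genes of Supp. Table V or any of Supp. Table IV. The paper reports lower natural killer cell activation and a higher respiratory electron transport chain, and the medians of the sets for them were -0.59 (adjusted p = 0.263) and 0.044 (adjusted p = 0.263). The first passed the threshold with mouse number as a block (adjusted p = 0.0107, with 0.0107 to 0.975 over its alternatives other than leaving out a mouse) and without miR-Ctrl mouse 1. The second passed it with all mice (adjusted p = 0.00901, with 0.00901 to 0.803 over its alternatives other than leaving out a mouse). It also passed in 3 of the 6 fits without a mouse in the paper's direction, with adjusted p down to 0.000524, and in 1 in the other direction.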

Other observations

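All counts of other splits of the mice, and the test of a mixed sample, were chosen only after the result was seen. Between the BDL groups, each of the 10 splits of the 6 mice gave at least the 0 genes that edgeR called for the split by treatment, with 863 genes at an unadjusted p under 0.05. At the unadjusted level 2 of the 10 splits gave as many. In DESeq2, 3 of the 10 splits gave 30 or more genes, and the highest gave 758. Among the 4 splits that part both same-numbered pairs, as the treatment does, 1 gave as many. With 10 splits the share is never under 0.1. With all 8 BDL mice, 17 of the 35 splits gave at least the 503 genes at an unadjusted p under 0.05 of the split by treatment, and 4 of the 8 that part all 4 same-numbered pairs did.

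For miR-Ctrl BDL against no BDL, 1 of 100 splits drawn gave at least 4666 genes, and for anti-miR-873-5p BDL against no BDL 1 of 100 gave at least 2823, in both cases the split by BDL. The highest other splits gave 3694 and 2034. In both cases this split differed from that by BDL only in moving no BDL mouse 5 to the BDL side. The median of the other splits was 0 genes in both comparisons. Among the 16 splits that part all 4 same-numbered pairs, 1 reached the count in each comparison, the smallest share these allow.

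For the gene sets between the BDL groups, the number of the 10 splits with a camera p as small was 8 for the respiratory chain, 4 for the cell cycle, 8 for natural killer cells, 3 for the interferon response, 5 for the acute phase, 1 for PPARα targets, 4 for bile acid synthesis and 8 for cholesterol synthesis. Without the genes of Supp. Tables IV and V it was 3 for the interferon response, 5 for the acute phase, 1 for PPARα targets and 6 for bile acid synthesis. The share of BDL genes moved toward no BDL was at least as far from 50% in 12 of 20 assignments of the labels. It was 77.9% when the genes were chosen from miR-Ctrl BDL against no BDL alone, a choice that favours a move back.

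Over all 13 mice, same-numbered mice were not more alike than others. The mean correlation across genes, which are not independent replicates, of their deviations from the group mean was -0.016 over 12 same-numbered pairs and 0.011 over the 44 others. Among the 6 mice of the table of both BDL groups it was 0.18 over 2 pairs and -0.054 over the 7 others, and whether this is more than chance was not tested.

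The counts of Ifnz, Gm13276, Gm13277 and Gm13290 were similar in each mouse and at most 9. They differed most in miR-Ctrl mouse 1, at 8, 9, 9 and 5. Reads shared between paralogs would give similar counts, and the lowest percent of 50-base windows shared with another gene among the 4 was 76.9%. Shared reads remain the candidate explanation, and these genes cannot be told apart. The 4 Cyp4a genes were all higher in anti-miR-873-5p BDL, and shared reads alone would leave the member sharing the fewest windows unchanged. Cyp4a14, with 0.24% shared, had a log2 fold change of 3.85 and kept its direction under each scaling, so shared reads did not account for its own rise. It shares windows only with Cyp4a30-ps, while the other 3 share theirs with one another, and Cyp4a31 also with genes outside the family. Shared reads were therefore not ruled out for Cyp4a10, Cyp4a31 and Cyp4a32.

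Anti-miR-873-5p mouse 1 lay between the mice without BDL and the other BDL mice on the first axis of multidimensional scaling. If RNA or reads of a mouse without BDL had been mixed in, genes high without BDL and almost absent from the other BDL mice would be present at 1 common fraction. Over 23 such genes, 14 of them Mup genes, the percent of the no BDL level ran from 0.641 to 21.7 with a median of 4.38, a ratio of 33.9, so a single mixing fraction was not borne out. A weaker response of this mouse to BDL was not tested, and without this mouse the changes of Gnmt, Adgre1, Nos2, Tnf, Mmp9, Pias1 and Nr0b2 between the BDL groups turned sign.

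With library-size scaling most genes were higher after BDL. The 20 genes with the most counts in mice without BDL held 41.8% ± 6.37 (SD, n = 5) of counts there and 13.9% ± 1.397 (SD, n = 4) in miR-Ctrl BDL. Without these genes the median log2 fold change of all genes was 0.23 in place of 0.79. A few genes taking a large share of the counts in mice without BDL may therefore account for part of the shift, and the rest was not explained. How near to 0 this median had to come was set after its value was seen.

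Between miR-Ctrl BDL and no BDL, 3589 of the 4666 genes past the threshold did not overlap between the groups, and 2000 of 2823 in the other comparison. Among the genes with the largest rise, at or under 3 counts in every mouse without BDL, miR-Ctrl BDL had at least 57.2-fold higher Msln, at least 42.2-fold higher Sprr1a, at least 24.7-fold higher Upk3b, at least 9.29-fold higher Cacna1b and at least 5.46-fold higher Pkhd1l1. In anti-miR-873-5p BDL the rise was at least 53.6-fold for Msln, 25.0-fold for Upk3b, 19.3-fold for Igfbp6, 16.9-fold for Sprr1a and 5.98-fold for Pkhd1l1. The largest falls were those of Hsd3b5 (log2 fold change -9.97), Sult2a8 (-8.46), Serpina4-ps1 (-8.39), Mup17 (-8.06) and Mup11 (-8.06) in miR-Ctrl BDL, and of Hsd3b5 (-8.31), Serpina4-ps1 (-7.06), Mup7 (-6.26), Mup11 (-6.07) and Mup15 (-6.05) in anti-miR-873-5p BDL.

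Between the BDL groups, Ezh2 changed by -0.27 (standard error 0.24, adjusted p = 0.862), Abcc3 by -0.23 (standard error 0.14, adjusted p = 0.811) and Abcc4 by -0.43 (standard error 0.20, adjusted p = 0.781) on the log2 scale in edgeR. In 5 further gene sets, with adjustment over 13 sets in camera, extracellular matrix and stellate cell genes had a median of 0.30 (adjusted p = 0.000101, 25 of 30 genes higher in anti-miR-873-5p BDL, and 0.786 in fry). Macrophage genes had -0.33 (adjusted p = 0.000161, 1 of 20 higher, and 0.786 in fry). Cholangiocyte genes had 0.24 (adjusted p = 0.324), methionine cycle genes 0.16 (adjusted p = 0.0933) and hepatocyte genes 0.076 (adjusted p = 0.406). Against no BDL, matrix genes had a median of 2.11 in miR-Ctrl BDL (adjusted p = 1.89e-14) and 1.98 in anti-miR-873-5p BDL (adjusted p = 5.80e-25), a slightly smaller rise with anti-miR-873-5p that was not tested as a difference. The direct comparison and the comparisons against no BDL thus differ in direction, but they rest on different mice. Those against no BDL also hold miR-Ctrl mouse 3 and anti-miR-873-5p mouse 2. Other splits of the mice were not tested for these sets.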
